# Immune checkpoint inhibitor monotherapy is sufficient to promote microenvironmental normalization via the type I interferon pathway in *PD‐L1*‐expressing head and neck cancer

**DOI:** 10.1002/1878-0261.13633

**Published:** 2024-03-21

**Authors:** Jeon Yeob Jang, Bok‐Soon Lee, Mei Huang, Chorong Seo, Ji‐Hye Choi, Yoo Seob Shin, Hyun Goo Woo, Chul‐Ho Kim

**Keywords:** head and neck squamous cells carcinoma, immunotherapy, programmed cell death 1 receptor, syngeneic tumor model, tumor microenvironment

## Abstract

Immune checkpoint blockers (ICBs) targeting programmed cell death protein 1 (PD‐1) have been proven to be an effective first‐line therapy against programmed cell death 1 ligand 1 (*PD‐L1*; also known as CD274 molecule)‐expressing head and neck squamous cell carcinoma (HNSCC) in recent KEYNOTE‐048 trial. However, associated changes in the tumor microenvironment (TME) and underlying mechanisms remain elusive. Oral tumors in C57/BL6 mice were induced by administering 7,12‐dimethylbenzanthracene into the buccal mucosa. Single‐cell suspension was isolated from tumor tissue; proliferating cells were injected subcutaneously into the left flank of mice to establish Ajou oral cancer (AOC) cell lines. Subsequently, a syngeneic *PD‐L1*‐expressing HNSCC model was developed by injecting AOC cells into the buccal or tongue area. The model recapitulated human HNSCC molecular features and showed reliable *in vivo* tumorigenicity with significant *PD‐L1* expression. ICB monotherapy induced global changes in the TME, including vascular normalization. Furthermore, the antitumor effect of ICB monotherapy was superior to those of other therapeutic agents, including cisplatin and inhibitors of vascular endothelial growth factor receptor 2 (VEGFR2). The ICB‐induced antitumorigenicity and TME normalization were alleviated by blocking the type I interferon pathway. In summary, ICB monotherapy is sufficient to induce TME normalization in the syngeneic model; the type I interferon pathway is indispensable in realizing the effects of ICBs. Furthermore, these results explain the underlying mechanism of the efficacy of ICB monotherapy against *PD‐L1*‐expressing HNSCC in the KEYNOTE‐048 trial.

**Abbreviations**
AOC: Ajou Oral Cancer
DEGs: differentially expressed genes
DMBA: 7,12‐dimethylbenzanthracene
EGF: epidermal growth factor
HNSCC: head and neck squamous cell carcinoma
ICB: immune checkpoint blockers
LN: lymph node
PD‐1: programmed death 1
PD‐L1: programmed death‐ligand 1
R/M: recurrent or metastatic
SCC: squamous cell carcinoma
SD: standard deviation
TME: tumor microenvironment

## Introduction

Head and neck cancer is a major cause of morbidity and mortality, with more than 800 000 cases diagnosed annually worldwide [1]. Despite improvements in multimodality treatment protocols, including surgery, radiation, chemotherapy, and targeted therapy, the 5‐year survival rate in advanced head and neck squamous cell carcinoma (HNSCC) remains 40–50% [2]. High mutational burden and tumor‐mediated immune evasion are common features of HNSCC that contribute to conventional treatment failure [3, 4].

In 2016, immunotherapy using anti‐programed cell death protein 1 (PD‐1) inhibitors, such as nivolumab or pembrolizumab, was approved by the US Food and Drug Administration for platinum‐refractory recurrent or metastatic (R/M) HNSCC based on the promising results of large‐scale clinical trials (Checkmate‐041, KEYNOTE‐012) [5, 6, 7]. The degree of PD‐L1 expression is used as a predictive biomarker that has guided different treatment protocols—pembrolizumab in combination with platinum and fluorouracil is used for all patients (biomarker‐unspecified) with R/M HNSCC, and pembrolizumab monotherapy is used for patients with R/M HNSCC, whose tumors express a PD‐L1 combined positive score ≥ 1 [8, 9]. Clinical studies to expand indications and identify biomarkers for immunotherapy have gained increasing interest; however, investigations of the changes in the tumor microenvironment (TME) are insufficient to provide precise mechanistic support for clinical trials.

Given that complex cellular and molecular signals strongly influence TME and the therapeutic responses to immune checkpoint blockers (ICBs) differ across tumor types, an appropriate preclinical model representing specific types of tumors is required to elucidate immunotherapy‐induced TME changes [10]. An appropriate model with a functionally intact immune system is a prerequisite for studying host tumor immune response for immunotherapy research [11]. Syngeneic tumor models of mouse cancer cells implanted into immunocompetent mice have been most commonly utilized in this field; these models, with the advantages of high reproducibility, short latency, and relatively rapid tumor growth, have enabled a higher throughput [11, 12]. In addition, a few studies have reported the use of carcinogen‐induced mouse tumor cell lines to develop a syngeneic HNSCC model [13, 14]. However, the detailed process for establishing a syngeneic HNSCC model has not yet been fully demonstrated. Most researchers lack the use of a syngeneic model system to investigate *in vivo* HNSCC immunotherapy.

In this study, we have refined the previously identified methods of generating murine syngeneic model for HNSCC that recapitulates the tumor immune microenvironment and has reliable tumorigenic potential [13]. Considering these advantages, we further investigated antitumor effects and the changes in TME after ICB monotherapy compared with other chemotherapeutic agents.

## Materials and methods

### Animals

C57BL/6 mice were obtained from Orient Bio Inc. (Seongnam, South Korea). 6–8 weeks‐old male mice were used for all the *in vivo* experiments and provided with high‐pressure steam‐sterilized feed, water, and beddings in the pathogen‐free sterile animal facility. The cages were replaced with clean ones for hygiene purposes twice a week. They were maintained at a temperature 23 ± 1 °C with 50 ± 10% humidity. When handling experimental animals, the experimenter wore dustproof suits, masks, and gloves and used sterilized experimental equipment. All experiments were conducted in accordance with the provisions of the IACUC. This animal study was approved by the Institutional Animal Care and Use Committee of Ajou University (IACUC, 2017‐0062, 2018‐0035).

### Establishment of murine HNSCC cell lines

C57BL/6 mice were administered with 7,12‐dimethylbenzanthracene (DMBA; Sigma‐Aldrich, St. Louis, MO, USA), a carcinogen that induces DNA adduct formation and mutagenic response in mice [15, 16]. DMBA is a well‐known carcinogen showing reliable tumor formation, which exerts similar histopathological and molecular characteristics in mice as in humans [17]. The carcinogen was administered into the buccal mucosa of the oral cavity using either a cotton swab or pipette drop twice a week until overt oral cancer development (27–35 weeks). Tumors were harvested from oral cancer and lymph node (LN) metastasis cases, and a single‐cell suspension was isolated from the tumor tissues. The isolated cells were maintained in DMEM/F12 medium containing 10% fetal bovine serum. Proliferating cells were injected subcutaneously into the left flank of C57BL/6 mice. Three weeks later, single cells were isolated from the tumors of the mice, and the fibroblasts were separated from the cells using a Tumor‐Associated Fibroblast Isolation kit #130‐116‐474 (MACS; Miltenyi Biotec, Bergisch Gladbach, Germany). Finally, we established cancer cell lines called Ajou Oral Cancer (AOC), which were grown in DMEM/F12 media supplemented with 10% fetal bovine serum. Live cells were observed under a light microscope.

### HNSCC syngeneic model and treatment regimen

For the ectopic model, 5 × 10^5^ AOC cells were re‐suspended in 100 μL phosphate‐buffered saline and injected subcutaneously into the flank area. For the orthotopic model, 2 × 10^5^ AOC cells were re‐suspended in 20 μL phosphate‐buffered saline and injected into the buccal or tongue area. After 7 days, the mice were randomly divided into experimental groups, and treatments were initiated. Mice were injected intraperitoneally (i.p.) with anti‐PD‐1 antibody (10 mg·kg^−1^, clone 0F.9G2; BioXCell, Lebanon, NH, USA), anti‐PD‐L1 antibody (10 mg·kg^−1^, clone 10F.9G2; BioXCell), anti‐vascular endothelial growth factor receptor 2 (VEGFR2; 25 mg·kg^−1^, clone DC101; BioXCell), and anti‐interferon‐α/beta receptor (IFNAR; 10 mg·kg^−1^, Clone MAR1‐5A3; BioXCell) twice a week. Cisplatin (5 mg·kg^−1^; Sigma‐Aldrich) was administered i.p. once a week. The optimal dose and schedule of the treatment were determined based on previous studies [18, 19]. Tumor formation was monitored twice a week. Tumor size was measured using a caliper (Mitutoyo Corp., Tokyo, Japan). Volume (mm^3^) was calculated as follows: *V* = *A* × *B* ^2^ × 0.52; *A* and *B* are the longest and shortest superficial diameters, respectively.

### Western blotting

AOC3, AOC3‐LN, AOC11, and AOC11‐LN cell lines were lysed using radioimmunoprecipitation assay (RIPA) buffer (25 mm Tris–HCl pH 7.6, 150 mm NaCl, 1% NP‐40, 1% sodium deoxycholate, and 0.1% SDS; Sigma‐Aldrich). Western blotting was performed using antibodies against p‐EGFR (#2234), EGFR (#2232), p‐ERK (#9101), ERK (#9102), E‐cadherin (#3195), and Zo‐1 (Cell Signaling Technology, Danvers, MA, USA). α‐Tubulin antibody (#CP06; Calbiochem) was used as a loading control.

### Immunocytochemistry

Adherent cells on the coverslips were fixed with 4% paraformaldehyde at room temperature for 15 min. After washing twice with 1X PBS, the cells were incubated with a blocking solution (5% of bovine serum albumin in PBS containing 0.1% Triton X‐100) and then stained with anti‐E‐cadherin or anti‐vimentin (#5741; Cell Signaling Technology) antibodies and incubated at 4 °C overnight. Subsequently, the cells were incubated with secondary antibodies [fluorescein isothiocyanate (FITC) and Cy5]. Nuclei were stained with 4′,6‐diamidino‐2‐phenylindole (DAPI), and images were obtained using a confocal microscope (Zeiss LSM 710; Carl Zeiss, Thornwood, NY, USA).

### Immunohistochemistry

Tumor tissue specimens were fixed with 1% neutral‐buffered formalin (4% paraformaldehyde diluted in 1× PBS), incubated at room temperature for 3 h, dehydrated with 30% sucrose, and stored at room temperature for 3 h. The tissues were embedded in the OCT compound and frozen at −80 °C. Subsequently, the tissue sections were blocked with 5% goat serum in PBST (0.1% Triton X‐100 in PBS) and incubated for 3 h at room temperature with the following primary antibodies: hamster anti‐CD31 (clone 2H8; Millipore, Burlington, MA, USA), rabbit anti‐PD‐L1 (clone 28‐8; BD Biosciences, San Jose, CA, USA), hamster anti‐CD3e (clone 145‐2C11; BD Biosciences), rat anti‐CD8 (clone 53‐6.7; BD Biosciences), rat anti‐CD4 (clone RM4‐5; eBioscience, San Diego, CA, USA), rat anti‐F4/80 (clone BM8; eBioscience), rat anti‐Ly6G (clone 1A8; BD Biosciences), rat anti‐NG2 (clone 546 930; Invitrogen, Carlsbad, CA, USA), rabbit anti‐GLUT1 (clone SA0377; Invitrogen). After several washes with PBS, the tissue sections were incubated for 2 h at room temperature with one or more of the following secondary antibodies: Cy3‐ or FITC‐conjugated anti‐hamster IgG (Jackson ImmunoResearch, West Grove, PA, USA), Cy3‐ or FITC‐conjugated anti‐rabbit IgG (Jackson ImmunoResearch), or Cy3‐conjugated anti‐rat IgG (Jackson ImmunoResearch). Nuclei were stained with DAPI (Invitrogen). The samples were mounted with a fluorescent mounting medium (Dako, Carpinteria, CA, USA). Images were obtained using confocal microscopy (Zeiss LSM 710) and analyzed using Zeiss software.

### Morphometric analysis

Morphometric analyses were performed using imagej software (http://rsb.info.nih.gov/ij) or LSM Image Browser (Carl Zeiss). For vascular and immune cell densities, we measured the CD31^+^ and CD8a^+^ areas, respectively, in 0.1225 mm^2^ fields and presented them as percentages of the total area measured. NG2^+^ pericyte coverage was calculated as the corresponding fluorescent positive length percentage along the CD31^+^ vessels in a random 0.49 mm^2^ field. The hypoxic area was quantified as the percentage of GLUT1^+^ area per random 0.49 mm^2^ field.

### Quantitative measurement for intratumor VEGF‐A protein

Primary tumors were harvested and homogenized in an ice‐cold buffer containing a protease inhibitor cocktail on the indicated days. The VEGF‐A levels were quantitatively measured using the enzyme‐linked immunosorbent assay kit (R&D Systems, Minneapolis, MN, USA) following the manufacturer's instructions.

### RNA‐sequencing (RNA‐Seq) profiling

RNA was isolated from the cells using TRIzol reagent (Invitrogen). For RNA‐seq analysis, mRNA sequencing libraries were prepared using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA, USA), according to the manufacturer's protocols. Briefly, mRNA was purified and fragmented from 2 μg total RNA. The libraries were sequenced as paired‐end reads (2 × 100 bp) using NovaSeq 6000 (Illumina). Low‐quality sequence reads with PHRED scores < 30 and adapter sequences were trimmed using the Trim Galore tool and then mapped to the mouse reference genome (mm10). RNA abundance was estimated as the FPKM values using TopHat2/Cufflinks according to the GENCODE database (version M21) with default parameters. Gene expression profiles were normalized using log_2_ transformation and quantile normalization.

### Whole exome sequencing and variant calling

Genomic DNA was fragmented, and exonic regions were captured using the SureSelect XT Mouse All Exon Kit (Agilent, Santa Clara, CA, USA) according to the manufacturer's instructions. Paired‐end sequencing (150 bp) was performed using a NovaSeq 6000 (Illumina). After processing the sequences as described above, they were mapped to mm10 using the Burrows‐Wheeler Alignment tool (BWA‐mem) with default parameters, and the average coverage of the reads was 29.70 × (20.60–48.27). PCR duplicates were identified and removed using Picard (https://broadinstitute.github.io/picard). The base quality scores were normalized using the Genome Analysis Toolkit (GATK). The sequence variations were filtered using the GATK HaplotypeCaller and VariantFiltration under the following conditions: (i) FS > 30, (ii) QD < 2, (iii) QUAL < 50, and (iv) DP < 5, where FS is the Phred‐scaled *P*‐value using Fisher's Exact Test to detect strand bias, QD is variant confidence by depth, QUAL is the base call quality, and DP is the read depth at the variant position. The variants were annotated using the annovar software (https://annovar.openbioinformatics.org), and those in the exome were used in the analysis.

The somatic mutation profile of The Cancer Genome Atlas (TCGA) HNSCC dataset (TCGA‐HNSCC, *n* = 508) was obtained from the NCI's Genomic Data Commons portal (https://portal.gdc.cancer.gov/). For homologous gene mapping, the human gene symbols were converted into the mouse gene symbols using the ‘biomart’ r package (https://bioconductor.org/packages/release/bioc/html/biomaRt.html).

### Gene ontology (GO) and gene set enrichment analyses (GSEA)

GO analysis of the gene sets was performed using david 6.8 software (https://david.ncifcrf.gov). To identify AOC3‐ and AOC11‐specific enriched biological pathways, we obtained 50 HALLMAKR signatures from mSigDB. For each sample, the enrichment score for a gene signature was calculated using the pre‐ranked GSEA method, and the enrichment analysis between sample groups was performed using the GSEA method (https://www.gsea-msigdb.org/gsea).

### Cell viability assay

Cells were seeded at a density of 3 × 10^3^ cells per well in 96‐well plates (Cat#3590, Corning, NY, USA). Cell viability was measured by the CCK‐8 assay (Cat#CK004, Dojindo, Japan) for the indicated periods (24 h, 48 h, 72 h).

### Cell migration assay

8 × 10^4^ cells resuspend in 200 μL serum‐free medium were added in the upper chamber, 500 μL of 10% serum medium was added to the lower chamber. After incubation for 24 h, take out the upper chamber and the cells were fixed with methanol and stained with 0.1% crystal violet (Cat#C0775, Sigma‐Aldrich). Then five random fields were photographed under EVOS M7000 Cell Imaging Systems (×200 magnification, Thermo Fisher Scientific) and the numbers of migrated cells were counted.

### Evaluation of the HPV status

The high‐risk HPV status of each cell was assessed using the PANA RealType™ HPV kit (Panagene Inc., Daejeon, Korea) in accordance with the manufacturer's instructions.

### Statistical analyses

Statistical analyses were performed using the pasw statistics 18 software (SPSS, Chicago, IL, USA). Values are presented as means ± standard deviations. The normal distribution of all datasets was verified using Shapiro–Wilk normality test. Significant differences between groups were determined using Student's *t*‐test or Mann–Whitney *U* test. The significant differences between multiple groups (> 3) were determined using a one‐way analysis of variance or the Kruskal–Wallis test. Results were considered statistically significant at *P* < 0.05.

## Results

### Syngeneic tumor model established using murine HNSCC cells isolated from carcinogen‐induced tumors in the oral cavity and metastatic lymph nodes

We developed a syngeneic tumor model by isolating representative murine HNSCC cells from DMBA‐induced oral cancers in C57Bl/6 mice mimicking human HNSCC carcinogenesis (Fig. 1A). Seventeen of the twenty mice administered DMBA developed tumors in the oral cavity (Fig. 1B). Two mice showed grossly overt metastatic tumors in the draining cervical LNs. Hematoxylin and eosin‐stained images of DMBA‐induced tumors showed histopathological characteristics similar to those of squamous cell carcinoma (SCC). We isolated cancer cells from primary (designated them AOC) and from metastatic LN tumors (designated as LNC)—19 HNSCC cell lines were established (Table 1). Next, the isolated cancer cell lines were transplanted into other mice to evaluate their tumorigenicity. Only four tumor cell lines (two AOCs and two LNCs) developed SCC when transplanted into C57Bl/6 mice (Fig. S1, Table 1). Furthermore, we showed that repeated painting with a cotton swab induced more stable tumor formation in the buccal mucosal area than the pipette drop method of carcinogen application.

**Fig. 1:**
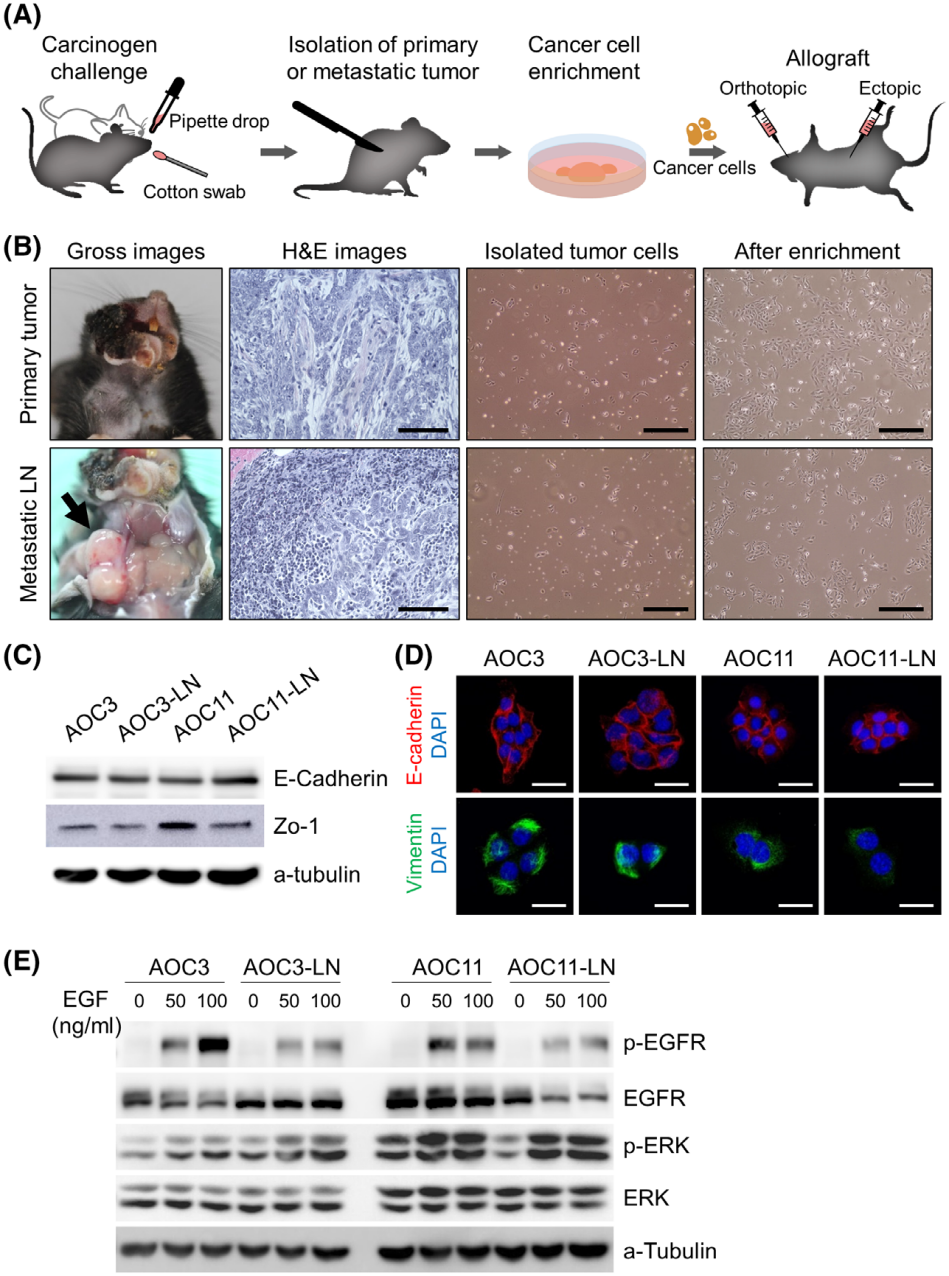
Isolation of carcinogen‐induced HNSCC cells and their molecular characterization. (A) Schematic diagram depicting the methods of establishing the murine syngeneic HNSCC model. (B) Representatives of the gross images of the carcinogen‐induced oral cancer (left panel), H&E stained images from the isolated tumors (left middle panel), light microscopic images of the isolated cells (right middle panel), and light microscopic images after enrichment with cell culture (right panel) from the primary tumor and metastatic lymph nodes, respectively. Scale bars, 100 μm in H&E images, 500 μm in right‐hand panels. Arrow in the lower left panel, metastatic lymph node (*n* = 17). (C) Expression of the epithelial markers, E‐cadherin and Zo‐1 in the established cell lines (*n* = 3). (D) Immunofluorescence images showing the membranous expression of E‐cadherin and the cytoplasmic expression of vimentin in the oral cancer cell lines. Scale bars, 50 μm (*n* = 3). (E) Western blot analysis showing p‐EGFR, EGFR, p‐ERK, and ERK protein levels in serum‐starved AOC3, AOC3‐LN, AOC11, and AOC11‐LN cells treated with 50 or 100 ng·mL^−1^ of epidermal growth factor (EGF) for 10 min. α‐Tubulin was used as the loading control (*n* = 3). H&E, hematoxylin and eosin; LN, lymph node; HNSCC, head and neck squamous cell carcinoma.

**Table 1:** Information of the established cell lines regarding periods and methods for carcinogen challenge, and tumorigenicity. AOC, Ajou Oral Cancer; LNC, designated for established cancer cells from metastatic lymph nodes.

Designation	Periods for carcinogen challenge	Methods for carcinogen challenge	Tumorigenicity upon syngeneic inoculation
AOC1	27 weeks	Pipette drop	No
AOC2	27 weeks	Pipette drop	No
AOC3	28 weeks	Cotton swab	Yes
AOC3‐LN	28 weeks	Cotton swab	Yes
AOC4	29 weeks	Pipette drop	No
AOC5	29 weeks	Pipette drop	No
AOC6	29 weeks	Pipette drop	No
AOC7	31 weeks	Pipette drop	No
AOC8	31 weeks	Pipette drop	No
AOC9	31 weeks	Pipette drop	No
AOC10	31 weeks	Pipette drop	No
AOC11	31 weeks	Cotton swab	Yes
AOC11‐LN	31 weeks	Cotton swab	Yes
AOC12	31 weeks	Cotton swab	No
AOC13	33 weeks	Cotton swab	No
AOC14	33 weeks	Cotton swab	No
AOC15	35 weeks	Cotton swab	No
AOC16	35 weeks	Cotton swab	No
AOC17	35 weeks	Cotton swab	No

### Established murine HNSCC cells shared intrinsic cell properties and conserved mutational profile with human HNSCC

To determine whether the isolated murine HNSCC cells exhibited typical characteristics of human HNSCC, the expression of epithelial cell markers and key growth factor receptor signaling was evaluated. Western blotting revealed expression of the epithelial markers, E‐cadherin and Zo‐1, in the isolated AOC cells (Fig. 1C). Immunofluorescence images showed that the expression of E‐cadherin was well localized to the cytoplasmic membrane, while that of the mesenchymal marker, vimentin, was localized to the cytoplasm (Fig. 1D). Furthermore, stimulation with epidermal growth factor (EGF) increased the p‐EGF receptor and downstream p‐ERK expression in a dose‐dependent manner in all AOC cells. These results indicated that the isolated AOC cells exhibited intrinsic cell properties, including EGF responsiveness, similar to human HNSCC (Fig. 1E).

The mutational profiles of individual cell lines determined using next‐generation sequencing identified abundant non‐synonymous mutations (69.76–70.14%) in the four AOC cells (Fig. 2A). Furthermore, the comparison of the mutational profiles of the individual AOC lines with frequently mutated genes in human HNSCC (based on The Cancer Genome Atlas analysis [20]) revealed non‐synonymous mutations in *Trp53*, the most frequently mutated gene in human HNSCC tumorigenesis, in all four AOC cells (Fig. 2B). Other important genes, such as *Fat1*, were also mutated in AOC cell lines. Evaluation of HPV status showed that both AOC3 and AOC11 cells are HPV‐negative HNSCC. 

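RNA from cultured cells of the 4 lines was sequenced with 1 library per line, and the authors deposited the abundance of each gene in FPKM, the number of fragments scaled to transcript length and to the mapped fragments of the library. The published subtype signatures and the enrichment scores made from them were not used here. Short lists of marker genes for each subtype were written by hand, and each list was given the median percentile rank of its genes within a line, where a higher rank means higher expression. Ranks were taken among the 14165 genes that reached 1 FPKM in at least 1 line. The classical-like list holds oxidative stress genes such as Nqo1, Gclc and Txnrd1, and 21 of its 23 genes passed that filter. Its median rank was 75.0 in AOC3, 75.0 in AOC3-LN, 75.6 in AOC11 and 61.8 in AOC11-LN. The mesenchymal-like list kept 7 of 23 genes: Vim, Fn1, Sparc, S100a4, Twist1, Zeb2 and Postn. Zeb1 and the collagen genes on this list did not pass the filter, so they add nothing to its ranks. Its median ranks were 60.8 in AOC3, 59.2 in AOC3-LN, 66.1 in AOC11 and 72.4 in AOC11-LN. The atypical-like list, with Cdkn2a, E2f1 and Mcm2, kept 13 of 14 genes and had median ranks of 76.4, 72.7, 72.8 and 72.8 in the same order of lines. For the basal-like list, with Trp63, Krt5 and Egfr, the median ranks were 80.6, 84.4, 59.7 and 62.8. The classical-like rank exceeded the mesenchymal-like rank by 7.21 ± 12.1 (SD, n = 4 lines), with a higher classical-like rank in 3 of the 4 lines and a difference of -10.5 in AOC11-LN. The difference between the classical-like and atypical-like ranks was -1.85 ± 6.38, and that between the classical-like and basal-like ranks was -0.02 ± 11.2. Each of these 3 differences was smaller than its spread between the lines. The first depended on the filter, which keeps only those mesenchymal-like genes that are expressed. Without a filter on low values it was 44.2 ± 7.81, with a higher classical-like rank in all 4 lines, and among genes at 5 FPKM or more it was -12.1 ± 13.0.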

Enrichment scores of the HNSCC subtypes showed that all four cell lines are similar to the classical subtype of HNSCC rather that mesenchymal or atypical subtypes (Fig. S2A). These results indicated that the isolated murine AOC cells had mutational features similar to human HNSCC.

**Fig. 2:**
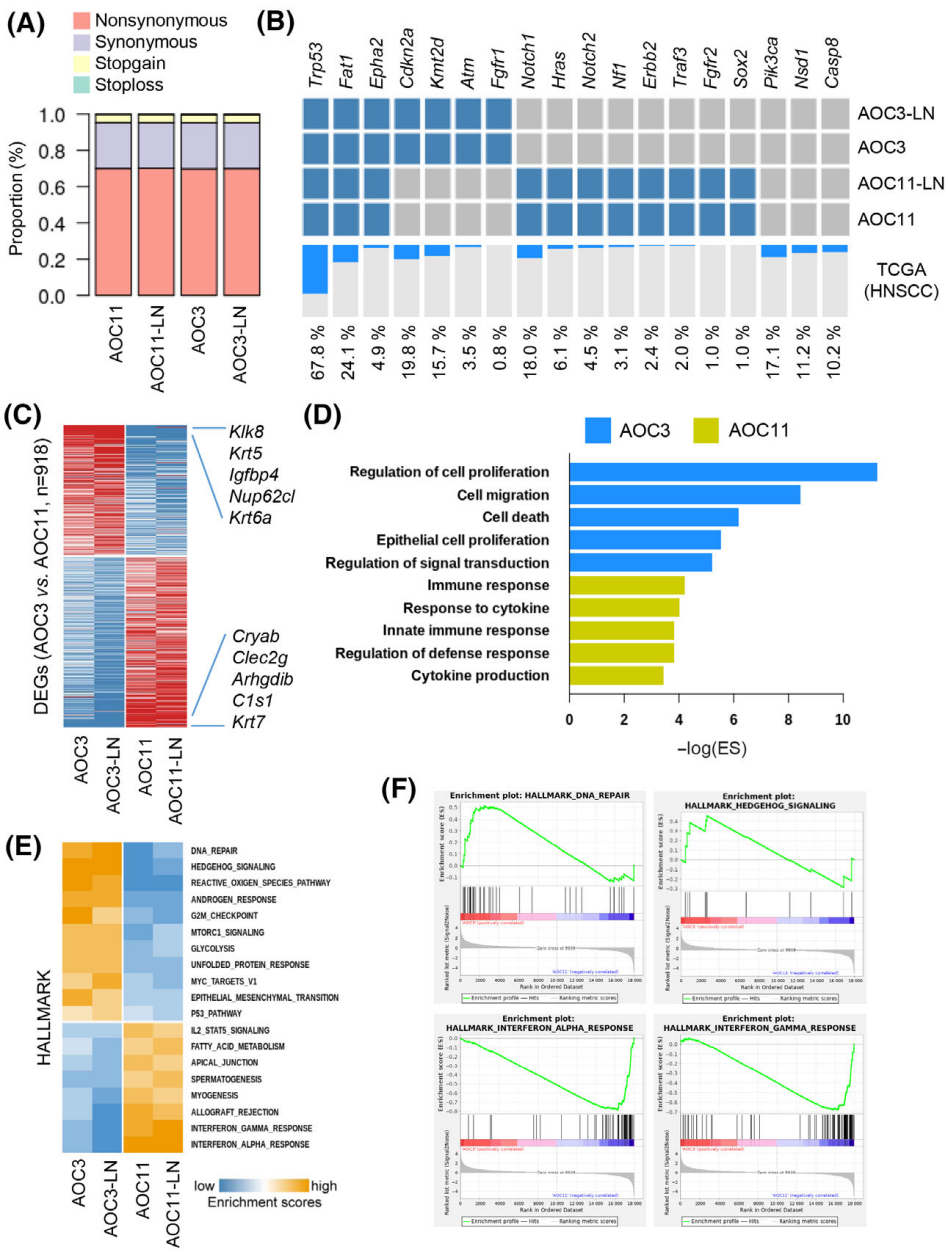
Whole exome sequencing and transcriptome analysis of the established HNSCC cell line. (A) Distribution of the mutation types according to protein functions in each sample (*n* = 3). (B) A heatmap shows the mutation profile of the established cell line for the previously reported frequently mutated genes (*n* = 18). A bar plot indicates the mutation frequencies of TCGA‐HNSCC data. (C) The heatmap shows the differentially regulated genes between the AOC3 and AOC11 cell lines. The top 5‐ranked genes with the greatest fold differences are indicated. (D) The bar plot shows the functional enrichment scores of DEGs in AOC3 (*n* = 398, blue) and AOC11 cells (*n* = 250, green). (E) The heatmap represents the AOC3‐ and AOC11‐specific enrichment scores for the biological pathways (MsigDB HALLMAKR) in each sample. (F) Gene set enrichment analysis shows the enriched expression of the DNA repair and Hedgehog signaling‐related genes in AOC3 cells compared to those in AOC11 cells (*upper*). It shows the enriched expression of the Interferon alpha and gamma response‐related genes in AOC11 cells compared to those in AOC3 cells (*lower*). DEG, differentially expressed gene; HNSCC, head and neck squamous cell carcinoma; TCGA, The Cancer Genome Atlas.

### Individual AOC cell lines showed distinct mutational profiles and molecular characteristics

Detailed evaluation of the mutational profile in individual AOC cell lines revealed distinct patterns of mutations. Although *Trp53*, *Fat1*, and *Epha2* mutations were detected in all cell lines, other important genes, including *Cdkn2a*, *Kmt2d*, *Notch1*, and *Hras*, were differentially mutated in AOC3 and AOC11 cells (Fig. 2B, Table S1). Moreover, the mutational patterns of two cell lines derived from LN‐metastatic tumors (AOC3‐LN and AOC11‐LN) were similar to those of respective AOCs (AOC3 and AOC11). Consistently, Jaccard similarity score according to the mutational profile showed the distinct characteristics between the AOC3 and AOC11 cells while the cells from the LN‐metastatic tumors (AOC3‐LN, AOC11‐LN) were similar with their parent cells (Fig. S2B). Although the same carcinogen challenge elicits common characteristics of mucosal SCC, such as EGF responsiveness and *Trp53* mutation, these results indicated that HNSCC cells isolated from different individual mice have distinct molecular profiles.

Next, we performed transcriptome analysis of AOC cells. 

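The primary tumor lines AOC3 and AOC11 came from mouse 3 and mouse 11, which received the carcinogen for 28 and 31 weeks, and AOC3-LN and AOC11-LN came from lymph node metastases of the same mice. The authors trimmed the reads with Trim Galore, mapped them with TopHat2 and estimated FPKM values with Cufflinks on the GENCODE annotation. The deposited table lists 34721 entries with 34685 different gene identifiers. Its values are neither log-transformed nor quantile-normalized, although the paper's methods name both steps, so both were applied here to FPKM plus a pseudocount of 1. The paper's fold change threshold was read as a log2 difference above 1 or below -1. The AOC3 lines (AOC3 and AOC3-LN) were compared with the AOC11 lines (AOC11 and AOC11-LN) as means of both lines, and the lymph node line was compared with the primary line within each mouse. The table gives no read counts. Most but not all low values of 9528 genes with a single transcript fell near multiples of a common step, and the step gave an estimate of 33500000 fragments for AOC3, 28000000 for AOC3-LN, 33700000 for AOC11 and 32300000 for AOC11-LN. Genes listed at 0 numbered 9794 in AOC3, 10813 in AOC3-LN, 10010 in AOC11 and 9211 in AOC11-LN. Each line is 1 library, so a difference between a pair of lines has no replicate check. Each group of lines came from 1 mouse, so a comparison of the groups describes these lines and not mice in general.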

The heat map revealed the global differences between ACO3 and AOC11 cells (Fig. S3A), and the comparison between these two cell lines identified 918 differentially expressed genes (DEGs) (fold change > 1; Fig. 2C, Table S2). 

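Between the AOC3 and AOC11 lines, 1573 genes passed the fold change threshold, of which 723 were higher in the AOC3 lines and 850 in the AOC11 lines. The threshold itself moved this count most, to 3814 genes at 1.5-fold. With a pseudocount of 0.1, 2627 genes passed, and 682 genes passed in the primary lines and in the lymph node lines in the same direction. Another 102 genes passed in both of these comparisons in opposite directions. In limma's moderated test with Benjamini-Hochberg adjustment, in which the primary and lymph node lines of a mouse stood in for replicates, 29 genes had an adjusted p-value under 0.05, 19 of them higher in the AOC3 lines. Without the filter on low values, the same test gave 0 genes, against 4247 at an unadjusted p-value under 0.05. Among genes at 5 FPKM or more it gave 50, with 30 higher in the AOC3 lines. Among protein-coding genes, a setting added after the data were seen, it gave 256. Of these, 115 were higher in the AOC3 lines and 141 in the AOC11 lines. Klk8 (ENSMUSG00000064023.4, chromosome 7, 43797577 to 43803826 in mm10) had 180 FPKM in AOC3, 411 in AOC3-LN, 2.46 in AOC11 and 3.53 in AOC11-LN, a log2 difference of 6.20 (standard error 0.42, adjusted p = 0.0265 from limma's moderated test with Benjamini-Hochberg adjustment). Krt7 (ENSMUSG00000023039.17, chromosome 15, 101411043 to 101430313) had 13.0, 5.91, 635 and 306 FPKM in the same order, a log2 difference of -5.39 (standard error 0.45, adjusted p = 0.0421 from the same limma test). Krt5 (ENSMUSG00000061527.7, chromosome 15, 101707070 to 101712898) had 499, 275, 4.99 and 17.0 FPKM, a log2 difference of 5.19 (standard error 0.59, adjusted p = 0.0685 from the same limma test). Among the other genes labelled in Fig. 2C, the log2 difference was 4.59 for Igfbp4, 4.32 for Krt6a, -4.91 for C1s1, -4.82 for Arhgdib, -4.30 for Clec2g and -4.13 for Cryab, and C1s1 and Arhgdib passed the adjusted limma test. Nup62cl had 8.59 FPKM in AOC3 and 23.3 in AOC3-LN and was listed at 0 in both AOC11 lines. The genes with the largest differences shared by both comparisons also included Gm27684, Gm22071, AC163633.1 and Gm11032, higher in the AOC3 lines, and Gm26472 and Gm10181, higher in the AOC11 lines. The transcripts of these 6 genes are 69 to 139 bases long, which makes their FPKM values uncertain.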

The upregulated genes in AOC3 cells were involved in cell proliferation and migration, whereas those in AOC11 cells were responsible for the immune response and cytokine production (Fig. 2D). 

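The gene sets behind Fig. 2D were not used here, and lists of genes with known functions were written by hand in their place. That figure scores functions enriched among differentially expressed genes, which the median of a list does not measure. Each list was described by the median log2 difference of its genes, AOC3 lines minus AOC11 lines, and by the percentile of that median among 10000 random lists of the same size matched on mean expression. The cell cycle list had a median of 0.01 over 33 genes (54.7th percentile), and leaving out AOC11-LN moved it most, to -0.09. For growth factors and receptors the median was 0.13 over 34 genes (90.0th percentile). Igfbp4, Wnt10a and Fgfr1 had the largest differences on that list, and Wnt10a and Fgfr1 were higher in the AOC11 lines by log2 differences of -2.52 and -2.46. The cell migration list reached 0.18 over 34 genes (97.6th percentile), with 20 genes higher in the AOC3 lines, and fell inside the central 95% of random lists with a pseudocount of 0.1, without quantile normalization, after scaling by the median and, at 0.04, without a filter on low values. Without AOC3-LN it was 0.34 and without the AOC11 line 0.40. Without the AOC3 line it was 0.09 and without AOC11-LN 0.06, so its size depended on single lines. Arhgdib had the largest difference on the list and was higher in the AOC11 lines, and Podxl rose by 2.00 and Plat by 1.68 in the AOC3 lines. The cytokine and chemokine list had a median of -0.30 over 27 genes (0.38th percentile). Ccl5 and Cxcl5 were higher in the AOC11 lines, with log2 differences of -2.58 and -2.49, and Il1a was higher in the AOC3 lines, with a log2 difference of 2.46. Without the AOC11 line the median of this list was 0.34, and after genes also named in Fig. 2C or on another list were removed it was 0.02. The class I antigen presentation list had a median of -1.34, below all of its random lists, with 18 of 22 genes lower in the AOC3 lines. The mouse Reactome set for class I antigen presentation had a median of -0.20, inside the central 95%. Without AOC3-LN the median of the hand-written list was -0.83. Psmb8, H2-Q4 and Tap2 had log2 differences of -3.21, -2.37 and -2.32.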

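Hallmark gene sets were not used here, and hand-written lists for DNA repair, Hedgehog signaling and the response to reactive oxygen species stood in for them. The DNA repair list had a median log2 difference between the AOC3 and AOC11 lines of 0.04 over 71 genes, at the 71.3th percentile of its random lists. Polr2a, Taf12 and Mpg had the largest differences on it, at 1.42, 1.19 and 1.10. Between the primary lines alone, AOC3 minus AOC11, the median was 0.14 (99.1th percentile). The Hedgehog list, whose genes include Tle3, Celsr1 and Adgrg1, had a median of 0.02 over 23 genes (57.0th percentile) with both lines of each mouse and 0.31 (99.3th percentile) between the primary lines. A separate list of the ligands, receptors and transcription factors of the pathway kept 7 of 15 genes and had a median of -0.06 (40.2th percentile). Gli3 had 8.61 FPKM in AOC3, 6.68 in AOC3-LN, 6.41 in AOC11 and 6.09 in AOC11-LN. The reactive oxygen species list had a median of 0.07 over 45 genes (80.7th percentile), and 0.24 (99.8th percentile) between the primary lines. On it, G6pdx was higher in the AOC3 lines by 1.58, and Mgst1 and Lsp1 were higher in the AOC11 lines, with differences of -1.83 and -1.61. Between the lymph node lines alone, the DNA repair, Hedgehog and reactive oxygen species lists had medians of 0.05, -0.07 and 0.11. These lay inside the central 95% of their random lists.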

GSEA of the biological pathways revealed that the DNA repair, Hedgehog signaling, and reactive oxygen species pathways were upregulated in AOC3 cells (Fig. 2E). In contrast, the IFN response, allograft rejection, and IL‐2 signaling pathways were upregulated in AOC11 cells (Fig. 2F). These results suggest that AOC3 cells are more tumorigenic than AOC11 cells, which are related to antitumor immune responses. 

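The interferon alpha response list, written by hand like the others, had a median log2 difference of -1.10 between the AOC3 and AOC11 lines, and 37 of its 40 genes were lower in the AOC3 lines. Bst2 had 17.7 FPKM in AOC3, 5.32 in AOC3-LN, 119 in AOC11 and 159 in AOC11-LN, and Ifi27 had 1.53, 0.383, 13.9 and 38.6 FPKM in the same order. The interferon gamma response list had a median of -1.32, with 25 of 30 genes lower in the AOC3 lines. Both medians lay below all of their random lists. A pseudocount of 0.1 moved the interferon alpha result most, to -2.11. The mouse Reactome set for interferon alpha and beta signaling, of which 12 genes passed the filter, had a median of -0.14 (15.5th percentile). It shares only 4 genes with the hand-written list, so it covers mostly other genes. The Reactome set for interferon gamma signaling had a median of -0.41 over 60 genes, below all of its random lists. The allograft rejection list had a median of -0.74, also below all of its random lists, with 27 of 31 genes lower in the AOC3 lines. Ccl5, Il2rg and Tap2 had the largest differences on it. Without the AOC3 line this median was -1.20, and without AOC3-LN it was -0.51. The lists share genes, so their results are not separate from each other. Without genes named in Fig. 2C or on another list, interferon alpha had a median of -1.16 over 38 genes. The same removal gave -1.13 over 14 genes for interferon gamma and -0.65 over 14 genes for allograft rejection. All of these lay below the central 95% of random lists. For the IL-2 STAT5 list the median was -0.06 over 41 genes, at the 22.4th percentile of its random lists. It was 0.05 without the AOC11 line and -0.20 without AOC11-LN. The Reactome set for interleukin-2 signaling had a median of -0.30 (0.20th percentile). Between the primary lines alone, the medians were -0.36 for interferon alpha, -0.62 for interferon gamma, -0.51 for allograft rejection and -0.15 for IL-2 STAT5 (7.58th percentile). From the pathways higher in each line, the paper proposes that AOC3 cells are more tumorigenic than AOC11 cells and that AOC11 cells are related to immune responses against the tumor.

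**Figure D1:**
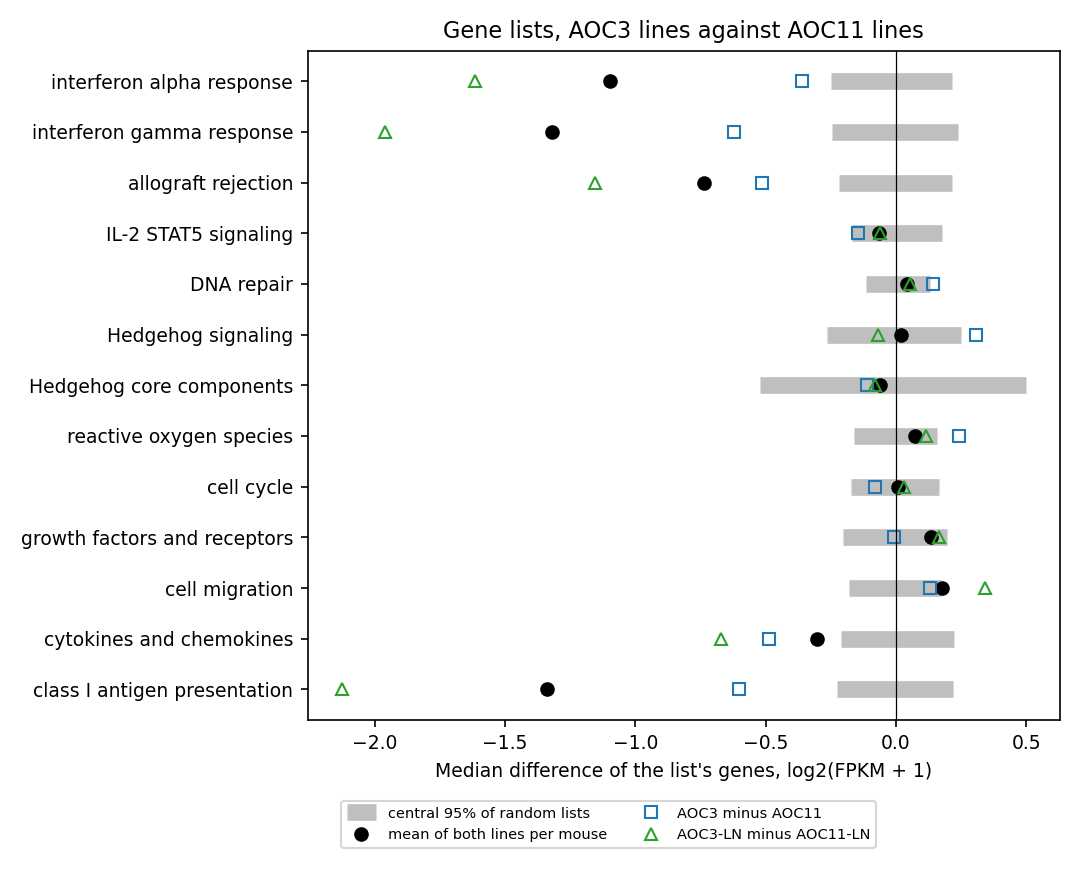
Median log2 difference in FPKM plus 1 of each hand-written gene list. Filled circles compare the mean of both AOC3 lines with the mean of both AOC11 lines, open squares the primary lines and open triangles the lymph node lines, and gray bars span the central 95% of random lists for the filled circles. The interferon alpha, interferon gamma, allograft rejection, class I antigen presentation, and cytokine and chemokine lists lie left of the gray bars in all 3 comparisons. Some of these lists share genes.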

Consistent with these observations, orthotopic inoculation of the four cell lines resulted in more rapid tumor growth when injected with AOC3 and AOC3‐LN cells than when injected with AOC11 and AOC11‐LN cells (Fig. S4). Consistently, *in vitro* assays also showed higher abilities of cell viability as well as cell migration in AOC3 and AOC3‐LN cells when compared with those in AOC11 and AOC11‐LN cells (Fig. S5).

Further evaluation of the differences in gene expression profiles of AOC and AOC‐LN cell lines revealed similar expression patterns in most AOC‐LN and AOC cells derived from the same individual mice (Fig. S2B,C). However, detailed transcriptome analysis revealed a subset of DEGs and upregulated pathways in AOC‐LN cells compared with those in AOC cells (Fig. S2B–F).

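Across the genes that passed the filter, Pearson's correlation of normalized expression was 0.948 between AOC3 and AOC3-LN and 0.926 between AOC11 and AOC11-LN. Between lines of different mice it ranged from 0.895 to 0.916. Spearman's correlation was 0.952 and 0.931 within the mice and 0.892 to 0.917 between them. These correlations are across genes, which are not independent replicates. The lowest value within a mouse stayed above the highest value between mice with a pseudocount of 0.1, without quantile normalization, without a filter on low values and among genes at 5 FPKM or more. The narrowest gap was 0.0034, without a filter on low values.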

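Between AOC3-LN and AOC3, 299 genes were higher in the lymph node line and 484 in the primary line. Between AOC11-LN and AOC11, 704 genes were higher in the lymph node line and 445 in the primary line. Lymph node-higher genes made up 61.3% of the AOC11 calls, and 71.2% without quantile normalization or 72.4% after scaling by the median. The genes labelled in Fig. S3B all moved as that figure shows. Cd81 fell from 80.1 to 6.13 FPKM in AOC3-LN, and the log2 differences of Lcn2, Nos2, Tmem176a and Tmem176b were -3.80, -3.86, -4.22 and -4.80. Tmem176a and Tmem176b overlap each other on chromosome 6, so their values are not fully separate. Krt19 rose from 3.65 to 50.1 FPKM, and the log2 differences of Ppbp, Serpinb2 and Slc14a1 were 3.22, 2.97 and 3.16. In AOC11-LN, Efemp2, H2afy2, Rbpms, Snurf and Zbed3 were higher, with log2 differences of 3.21, 3.49, 3.46, 3.52 and 3.80. Snurf overlaps Snrpn, which makes its value uncertain. Csf3, Cxcl3, U90926 and mt-Atp8 had log2 differences of -2.69, -3.70, -4.18 and -2.66. The transcript of mt-Atp8 is 204 bases long and overlaps mt-Atp6, and its difference was -2.15 without quantile normalization. Ptgs2 rose from 4.91 to 53.2 FPKM in AOC3-LN and had a log2 difference of -3.22 in AOC11-LN. The gene printed as Cxc13 in Fig. S3C was read as Cxcl3, because Cxcl13, the other close symbol, was listed at 0 in all 4 lines. In both mice, 230 genes passed the threshold, of which 91 moved in the same direction and 139 in opposite directions. Across genes, the shifts in the 2 mice had a Pearson correlation of -0.108. Cytokines and chemokines had median shifts of -0.56 in AOC3-LN and -1.02 in AOC11-LN. Cell migration genes had median shifts of -0.18 and -0.39, and cell cycle genes of -0.09 and -0.27. All of these lay below the central 95% of random lists.

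**Figure D2:**
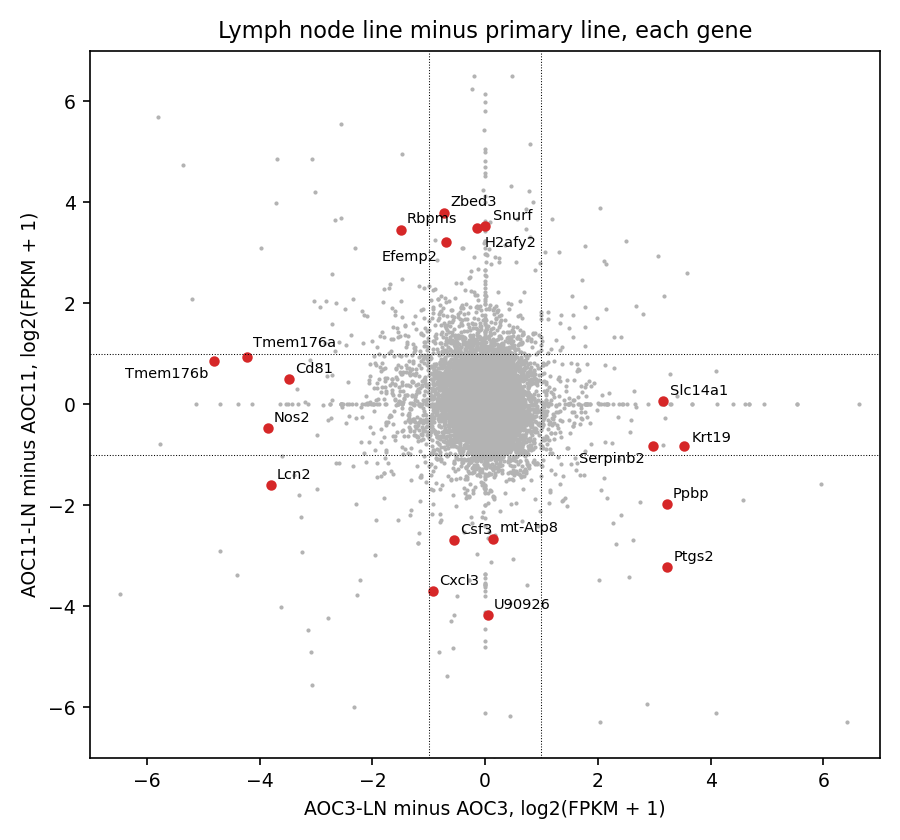
Log2 difference between the lymph node line and the primary line of each mouse, AOC3-LN minus AOC3 on the horizontal axis and AOC11-LN minus AOC11 on the vertical axis, for 14165 genes (gray points). Red points are the genes labelled in Fig. S3B,C, dotted lines mark differences of -1 and 1, and 40 genes lie beyond the axes. Ptgs2 and Ppbp lie at the lower right and Rbpms at the upper left.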

### Syngeneic model with the established AOC cell line showed immunogenic TME and response to anti‐PD‐1 immunotherapy

AOC3‐LN cells showed the most reliable experimental tumorigenicity among the four cell lines (Fig. S3). Therefore, we performed *in vivo* experiments using AOC3‐LN cells to establish a reliable syngeneic model. Intraperitoneal injection of anti‐PD‐1 inhibitors resulted in a delayed tumor growth curve in the ectopic syngeneic model (Fig. 3A–C). Subsequently, we established an orthotopic syngeneic model to represent a more reliable TME, especially for oral cancers. Orthotopic buccal injection of AOC3‐LN resulted in reliable tumor growth and histopathologically indicated SCC (Fig. 3D). Immunofluorescence imaging of the TME showed the expression of PD‐L1 and infiltration of CD3^+^ T‐cells in the intratumoral area, indicating that the AOC3‐LN syngeneic tumors were PD‐L1‐expressing and T‐cell‐infiltrated type (Fig. 3E).

Subsequent administration of anti‐PD‐1 inhibitors to the orthotopic buccal syngeneic model decreased the tumor volume and weight in the treatment group compared to those in the control group (Fig. 3F–J). Three of the eight mice in the anti‐PD‐1 inhibitor group showed no evidence of oral cancer 3 weeks after cancer cell injection. In contrast, all mice in the control group showed macroscopic oral cancers (Fig. 3F,G), suggesting tumor regression after immunotherapy occurs in a subset of mice. Furthermore, the body weights of the mice 3 weeks after orthotopic tumor cell injection were significantly increased in the anti‐PD‐1 inhibitor group compared with those in the control group (Fig. 3J). Treatment with anti‐PD‐L1 inhibitors also resulted in decreased tumor volume and weight in the orthotopic syngeneic model (Fig. 3K–N). These results demonstrated that the syngeneic model established here exhibited an immunogenic TME and responded to anti‐PD‐1 immunotherapy.

**Fig. 3:**
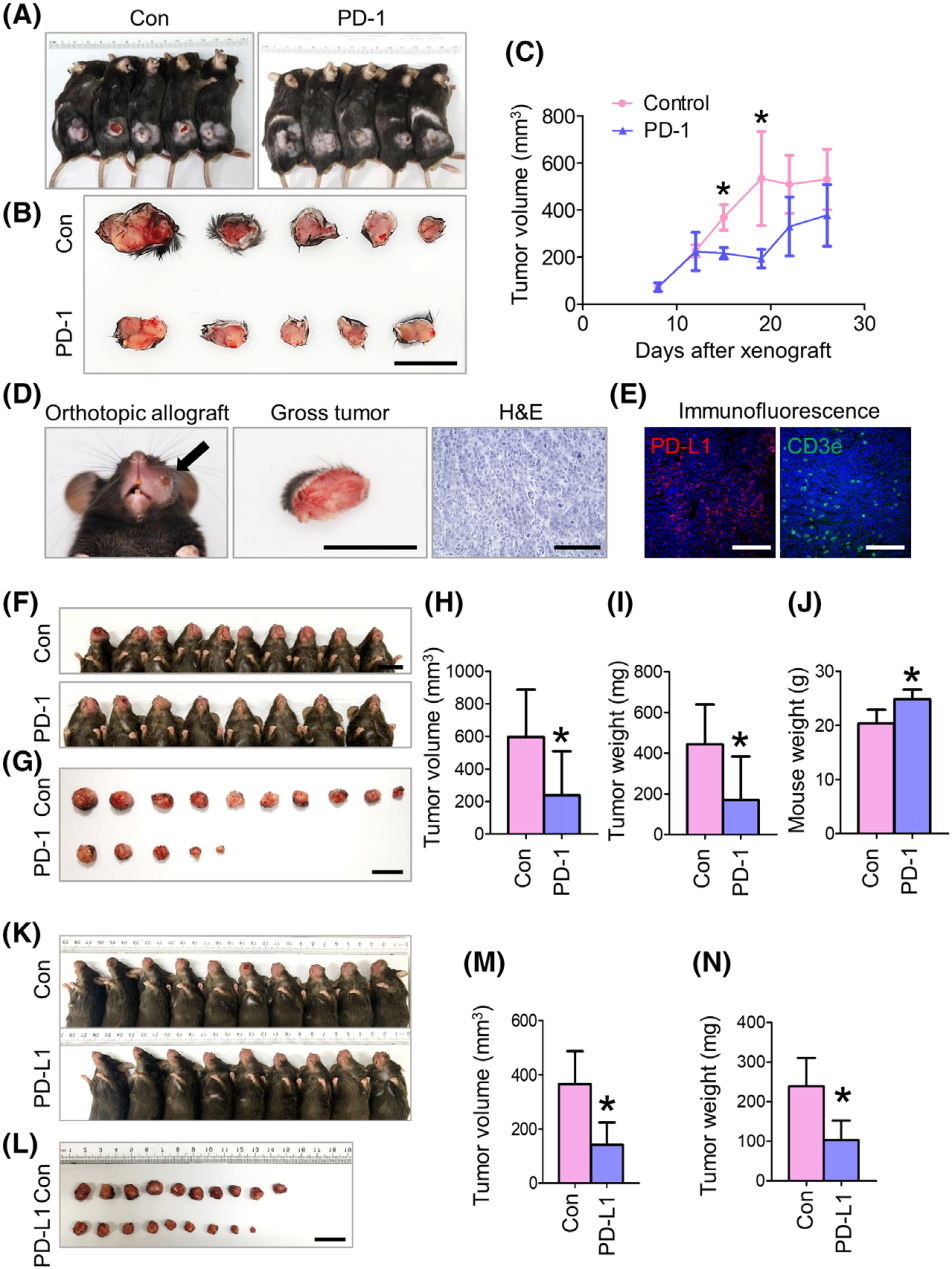
Established syngeneic orthotopic model shows reliable tumorigenicity, immunogenic tumor microenvironment, and anti‐PD‐1 or ‐PD‐L1 immunotherapy responses. (A, B) Gross images showing ectopic syngeneic tumors. Mice were subcutaneously injected with AOC3‐LN cells in the left flank. Scale bar, 20 mm. (C) Tumor growth curves of anti‐PD‐1 inhibitor‐treated and control groups. *n* = 5 in each group. Student's *T* tests were performed between groups and *P < 0.05 versus control. Data were presented mean ± SD. (D) Images showing the syngeneic tumor in the buccal area (left panel), gross tumor appearance (middle panel), and pathologic squamous cell carcinoma after H&E staining (right panel). Arrow indicates orthotopic oral cancer. Scale bars: 10 mm, middle panel; 500 μm, right panel. (E) Immunofluorescence images showing CD31: representing blood vessels, F4/80: representing macrophages, and CD3e: representing T‐cells in the tumor microenvironment. Scale bars, 100 μm. (F, G) Representative images showing orthotopic syngeneic tumors obtained from two repetitive experiment. Mice were submucosally injected with AOC3‐LN cells in the left buccal area. Con, control group; PD‐1, anti‐PD‐1 inhibitor‐treated group. Scale bars, 20 mm. (H–J) Comparisons of tumor volume, tumor weight, and mouse weight between control and anti‐PD‐1‐treated groups; Values are expressed as means ± SD, *n* = 10 in Control, *n* = 10 in PD‐1; Student's *T* tests were performed between groups and *P < 0.05 versus control. Representative results obtained from two repetitive experiments with the same number of mice, *n* = 10 in Control, *n* = 10 in PD‐1. (K, L) Representative images showing orthotopic syngeneic tumors obtained from two repetitive experiment. Mice were submucosally injected with AOC3‐LN cells in the left buccal area. Con, control group; PD‐L1, anti‐PD‐L1 inhibitor‐treated group. Scale bar, 20 mm. (M, N) Comparisons of tumor volume and weight between control and anti‐PD‐L1‐treated groups; Values are expressed as means ± SD, *n* = 10 in Control, *n* = 10 in PD‐L1; Student's *T* tests were performed between groups and *P < 0.05 versus control. Representative results obtained from two repetitive experiments with the same number of mice, *n* = 10 in Control, *n* = 10 in PD‐L1. H&E, hematoxylin and eosin; LN, lymph node; PD, programmed death.

### ICB treatment elicits increased intratumoral T‐cell infiltration and decreased blood vascular density with improved pericyte coverage

Next, we evaluated tumor microenvironmental changes in HNSCC after ICB therapy using immunofluorescence imaging. Treatment with the anti‐PD‐L1 inhibitor showed a marked increase in CD8^+^ and CD4^+^ T‐cell infiltration inside the tumor, indicating an immunogenic microenvironment (Fig. 4A,E, Fig. S6A,D). On the other hand, myeloid cells including F4/80^+^ macrophages and Ly6G^+^ neutrophils were slightly decreased or not changed after anti‐PD‐L1 treatment (Fig. S6B,C,E,F). Importantly, immunostaining for CD31, a blood vessel marker, showed a significant decrease in blood vessel density after anti‐PD‐L1 treatment (Fig. 4B,F). Immunostaining for NG2, a pericyte marker, revealed increased NG2^+^ pericyte coverage in CD31^+^ vascular endothelial cells (Fig. 4C,G). In naïve HNSCC tumors, blood vessels showed chaotic morphology with multiple sprouting phenomena. Anti‐PD‐L1 treatment decreased vascular densities and sprouting, indicating the normalization of the vasculature after ICB treatment. In line with these observations, intratumoral VEGF‐A levels were significantly decreased after anti‐PD‐L1 treatment (Fig. 4H). The immunofluorescence staining of GLUT1 showed decreased expression in PD‐L1 inhibitor‐treated tumors compared to that in control tumors, indicating that tumor hypoxia was improved after ICB treatment (Fig. 4D,I).

**Fig. 4:**
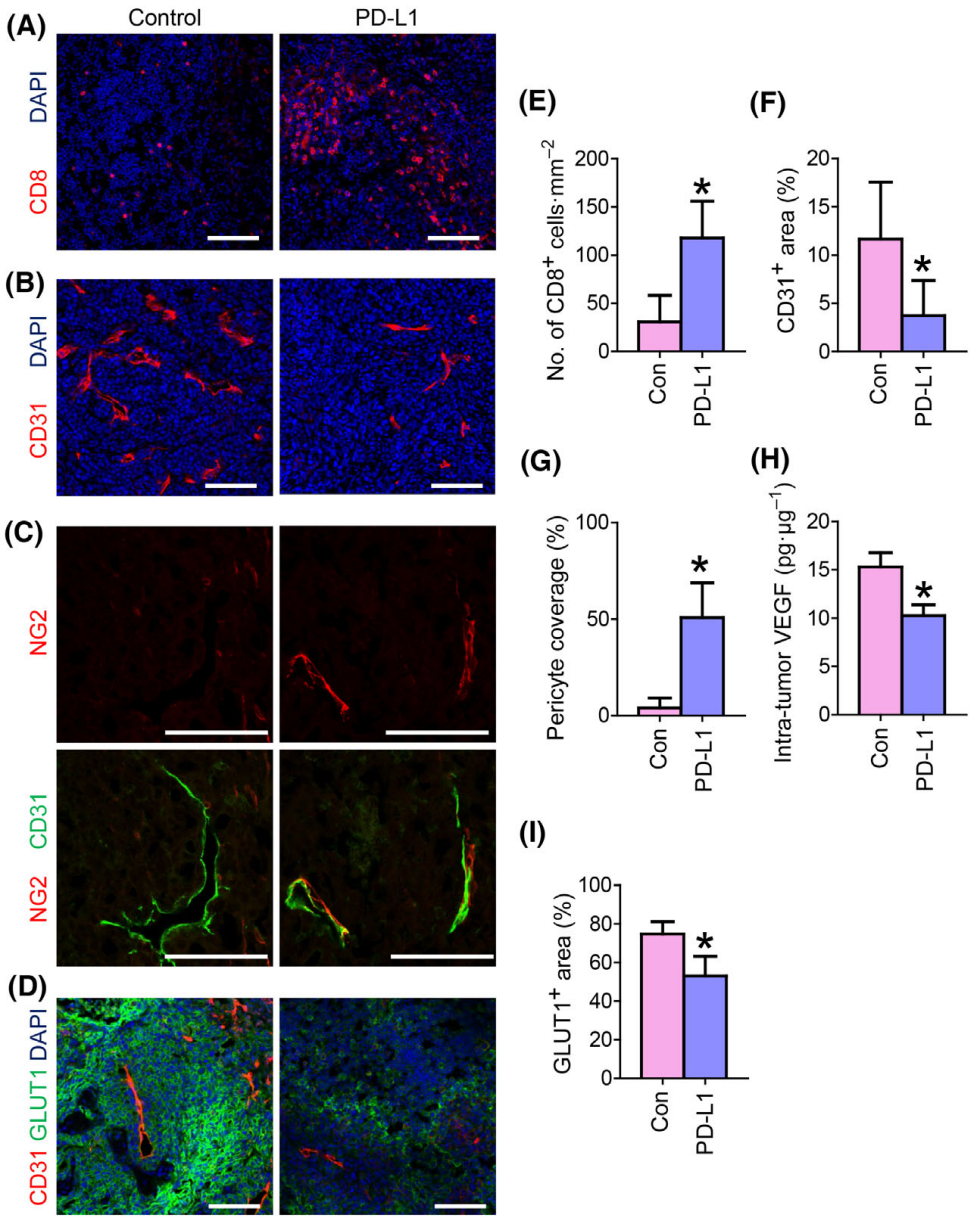
Anti‐PD‐L1 treatment elicits increased intramucosal T‐cell infiltration and decreased blood vascular density with proper pericyte coverage. Mice were submucosally injected with 5 × 10^5^ AOC3‐LN cells in the left buccal area and intraperitoneally injected with an anti‐PD‐L1 inhibitor (10 mg·kg^−1^) twice a week for 3 weeks. (A–D) Immunofluorescence images showing CD8: representing T‐cells, CD31: representing blood vessels, NG2: representing pericyte coverages, and GLUT1: representing hypoxic condition expression level in the tumor microenvironment. Scale bars, 100 μm. (E–H) Comparisons of CD8: representing T‐cells, CD31: representing blood vessels, NG2: representing pericyte coverages, and GLUT1: representing hypoxic condition expression level between control and anti‐PD‐1‐treated groups; Values are expressed as means ± SD, *n* = 6 in Control, *n* = 6 in PD‐L1; Student's *T* tests were performed between groups and *P < 0.05 versus control. (I) Intratumor VEGF levels were assessed using an ELISA kit; Values are expressed as means ± SD, *n* = 6 in Control, *n* = 6 in PD‐L1; Student's *T* tests were performed between groups and *P < 0.05 versus control. Representative results obtained from three repetitive experiments with the same number of mice. ELISA, enzyme‐linked immunosorbent assay; LN, lymph node; PD, programmed death; VEGF, vascular endothelial growth factor receptor.

### Anti‐PD‐L1‐induced normalization of TME in HNSCC is modulated via type I IFN pathway

Considering that the PD‐1/PD‐L1 axis in the tumor is mainly associated with the interaction between cancer and immune cells, blood vascular changes after ICB treatment are thought to have indirect effects on the TME. Several studies have shown the immune‐vascular interaction and the pivotal role of Type I IFN signaling; however, its significance in HNSCC is yet to be evaluated [19, 21]. Here, we evaluated the tumors by administering an anti‐PD‐L1 ICB combined with an anti‐IFNAR inhibitor in a syngeneic model. Intraperitoneal injection of anti‐PD‐L1 inhibitors delayed tumor growth. Moreover, the anti‐PD‐L1‐induced reductions in tumor volume and weight were completely abrogated by combined treatment with an anti‐IFNAR inhibitor, indicating that Type I IFN signaling is indispensable for ICB‐induced antitumor effects in HNSCC (Fig. 5A–D). Furthermore, immunofluorescence imaging revealed that combined treatment with anti‐IFNAR therapy alleviated the anti‐PD‐L1 inhibitor‐induced tumor vessel normalization (Fig. 5E,F), indicating the restoration of the anti‐PD‐L1 inhibitor‐induced alterations in TME by an anti‐IFNAR inhibitor. After Type I IFN blockade, the tumor vessels showed increased density and chaotic morphology with increased endothelial sprouting (Fig. 5E). The increase in CD8^+^ T‐cell infiltration after ICB treatment was also abolished by the combined administration of an anti‐IFNAR inhibitor (Fig. 5E,G). These findings indicate that the anti‐PD‐L1‐induced antitumor effect and TME normalization depend on Type I IFN signaling.

**Fig. 5:**
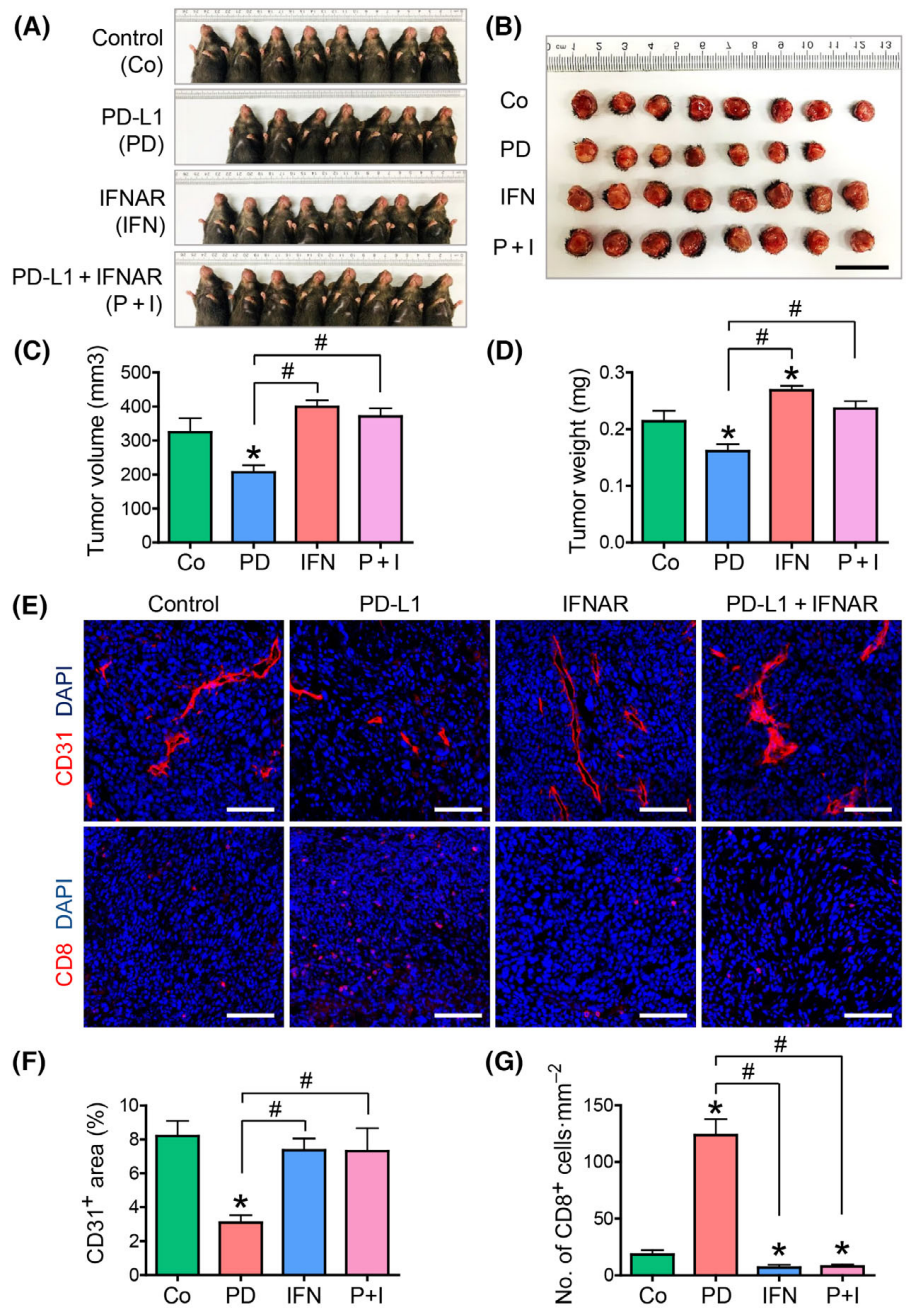
Treatment with IFNAR abrogates the anti‐PD‐L1 treatment‐induced vascular changes. (A, B) Gross images showing orthotopic syngeneic tumors. Mice were submucosally injected with AOC3‐LN cells in the left buccal area. Co, control group; PD, anti‐PD‐1 inhibitor‐treated group; IFN, anti‐IFNAR inhibitor‐treated group; P + I, anti‐PD‐1 and anti‐IFNAR treated group; *n* = 8 in Control, *n* = 7 in PD‐L1, *n* = 8 in IFNAR, *n* = 8 in PD‐L1 + IFNAR. Scale bar, 20 mm. (C, D) Comparisons of tumor volume and weight in mice; Values are expressed as means ± SD, *n* = 8 in Control, *n* = 7 in PD‐L1, *n* = 8 in IFNAR, *n* = 8 in PD‐L1 + IFNAR; *P < 0.05 versus control; ^#^ *P* < 0.05 versus anti‐PD‐L1. Representative images (E) and comparisons (F, G) of CD31: representing blood vessels and CD8: representing T‐cells in tumors. Values are expressed as means ± SD, *n* = 8 in Control, *n* = 7 in PD‐L1, *n* = 8 in IFNAR, *n* = 8 in PD‐L1 + IFNAR; Scale bar, 100 μm. Student's *T* tests were performed between groups and *P < 0.05 versus Control: ^#^ *P* < 0.05 versus anti‐PD‐L1. Representative results obtained from three repetitive experiments with the same number of mice. IFNAR, anti‐interferon alpha/beta receptor; LN, lymph node; PD, programmed death.

### Comparison of the tumor microenvironmental changes between cisplatin, anti‐VEGFR2, and anti‐PD‐L1 treatments

Next, we compared the antitumor effects of anti‐PD‐L1 treatment with various other cancer therapeutics, including cisplatin, one of the most widely used chemotherapeutics, and DC101, a potent anti‐angiogenic agent, by VEGFR2 blockade. Treatment with cisplatin (5 mg·kg^−1^) and anti‐PD‐L1 inhibitors significantly reduced tumor size and weight, whereas VEGFR2 blockade did not (Fig. 6A–D). Furthermore, the immunofluorescence visualization of the TME revealed no significant changes in tumor vessels or CD8^+^ T‐cell infiltration after cisplatin treatment (Fig. 6E–G). These results suggest that the antitumor effects of cisplatin mainly occur via direct tumor cell killing, whereas its effects on stromal cells are limited. The administration of DC101 resulted in decreased vascular density and a modest increase in CD8^+^ T‐cell infiltration. However, the anti‐VEGFR2‐induced changes in stromal cells were not associated with delayed tumor growth. Administration of an anti‐PD‐L1 inhibitor resulted in decreased vascular densities and increased CD8^+^ T‐cell infiltration in TMEs (Fig. 6E–G), and these effects were combined with potent antitumor effects (Fig. 6A–D). These results indicate that in PD‐L1‐expressing HNSCC, treatment with ICB resulted in tumor microenvironmental normalization and subsequent antitumor effects.

**Fig. 6:**
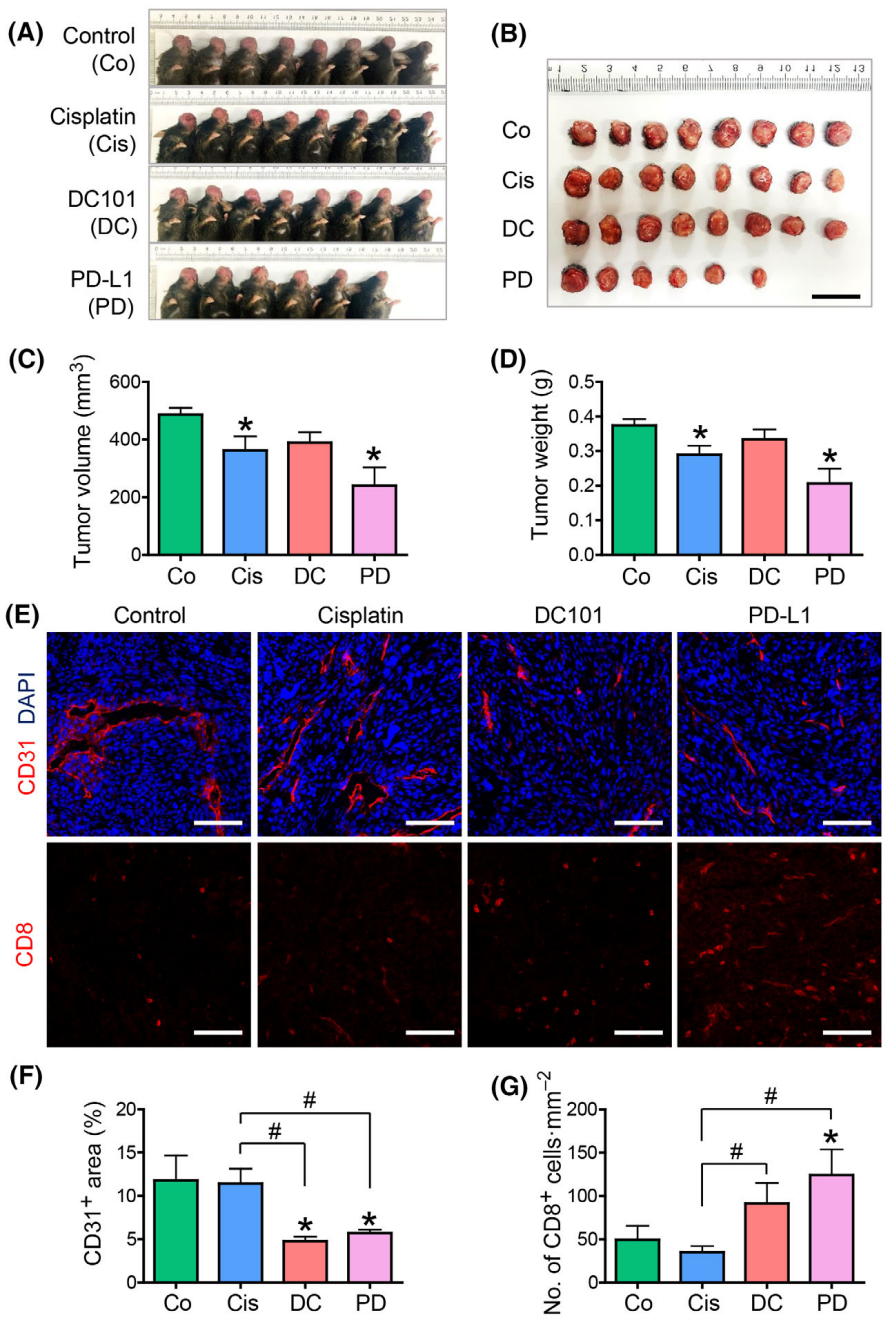
Comparisons of the tumor microenvironmental normalization between cisplatin, anti‐VEGFR2, and anti‐PD‐L1 treatments. (A, B) Gross images showing orthotopic syngeneic tumors. Mice were submucosally injected with AOC3‐LN cells in the left buccal area. Co, control group; Cis, cisplatin‐treated group; DC, DC101 (anti‐VEGFR‐2) treated group; PD, anti‐PD‐L1 treated group. *n* = 8 in Control, *n* = 8 in cisplatin, *n* = 8 in DC101, *n* = 6 in PD‐L1. Scale bar, 20 mm. (C, D) Comparisons of tumor volume and weight in mice. Values are expressed as means ± SD, *n* = 8 in Control, *n* = 8 in cisplatin, *n* = 8 in DC101, *n* = 6 in PD‐L1; Student's *T* tests were performed between groups and *P < 0.05 versus control. Representative images (E) and comparisons (F, G) of CD31; representing blood vessels and CD8: representing T‐cells in the tumor. Values are expressed as means ± SD, *n* = 8 in Control, *n* = 8 in cisplatin, *n* = 8 in DC101, *n* = 6 in PD‐L1; Scale bar, 100 μm. Student's *T* tests were performed between groups and *P < 0.05 versus control. ^#^ *P* < 0.05 versus anti‐PD‐L1. Representative results obtained from three repetitive experiments with the same number of mice. anti‐VEGFR‐2, anti‐vascular endothelial growth factor receptor 2; LN, lymph node; PD, programmed death.

## Discussion

As tumor immunotherapy is emerging as a next‐generation therapy to treat solid cancers, the unmet need for translational research is increasing [6]. Appropriate preclinical models are prerequisites for immunotherapy research in many individual laboratories [14]. Here, we refined the methods generating a murine syngeneic model of HNSCC to study cancer immunotherapy and reported the serial steps and key findings, which involved repeated carcinogen application in 20 mice, isolation of tumor cells, molecular and genetic characterization, the establishment of an *in vivo* syngeneic model, validation of the TME, and responses to immunotherapy. Through a comprehensive analysis of the genetic and molecular characteristics and *in vivo* microenvironment, our model system was proven to mimic human HNSCC with PD‐L1 expression.

A preclinical model system is one of the most widely used research platforms to investigate the aforementioned biological phenomena. Several model systems have been proposed to study HNSCC immunotherapy, each with advantages and drawbacks [11, 13, 14, 22, 23]. Besides the syngeneic tumor model, other preclinical rodent models can potentially be utilized to study cancer immunotherapy [11]. In HNSCC, several transgenic mouse models that allow oncogene activation and/or tumor suppressor inactivation in the epithelia of the head and neck mucosa have provided some promising aspects, as they are expected to have a naïve TME [22, 24, 25, 26, 27]. However, low penetrance rates, long latencies, limited tumor mutational burden, and minimal genetic diversity limit their practical utility [11, 22]. A humanized mouse model comprising immunodeficient host mice, human immune cells, and human tumor cells or tissues has been developed to recapitulate the interactions between immune components and tumors of human origin [28, 29]. The humanized tumor model has the major advantage of utilizing the human immune system, making it one of the most desirable systems. However, several limitations restrict their applicability, including xenograft‐versus‐host disease, incomplete reconstitution of certain immune subpopulations, and practical hurdles of high cost and laborious work [28].

The syngeneic tumor cell line model is the most commonly used preclinical model for evaluating immunotherapies, regardless of the type of cancer, owing to its ease of use and experimental reproducibility [11]. Previous studies have reported the reliable establishment of syngeneic HNSCC models and made important progress in immuno‐oncology research [13, 14, 30]. However, most other studies lack a preclinical platform and related information regarding its generation—it appears that the research time and costs were too high to generate such a model, making researchers hesitant to start the project. In this study, with repeated carcinogen application in 20 mice, we reported the development of clinically relevant macroscopic oral cancers in > 80% (*n* = 17) of mice. Of the 19 tumor cells from 17 mice, four cancer cell lines were established as reliable syngeneic tumor models. It took approximately 1 year to culture the cell lines and did not incur high research costs. We speculate that these results will be helpful to other researchers in developing their preclinical platforms and accelerate the field of immuno‐oncology research on HNSCC.

Our AOC cells exhibited molecular characteristics such as epithelial marker expression, EGF responsiveness, pathological SCC, and the conserved genomic characteristics harboring similar rates of non‐synonymous mutations, including those in *Trp53*, resembling human HNSCC. Furthermore, the cell lines from different mice showed distinct genomic characteristics. These results suggest that the syngeneic tumor models obtained from different cell lines exhibit distinct tumor characteristics, although they largely share conserved characteristics with mucosal SCCs. A recent study reporting the genomic characterization of human HNSCC cell lines showed cell line‐dependent genomic heterogeneity [31]. Therefore, a precise evaluation of genomic and molecular characteristics should be performed for each murine cell line obtained from chemical carcinogen‐induced tumors.

Using an *in vivo* syngeneic model, we further investigated the effects of ICB on tumors and TME. Although recent clinical data (KEYNOTE‐048 trial) have proven that ICB monotherapy is superior in PD‐L1‐expressing HNSCC as first‐line therapy compared with conventional chemotherapies [8, 32, 33], relevant basic research is still lacking. In this study, a preclinical model combined with immunofluorescence imaging allowed the evaluation of ICB treatment‐induced changes in TME in HNSCC. We showed that treatment with ICB alone was sufficient to induce vascular normalization (decreased tumor blood vessel density, improved pericyte coverage, and decreased intratumor VEGF‐A levels), the subsequent rescue of tissue hypoxia, and increased intratumoral T‐cell infiltration (Fig. 4). Considering that the PD‐1/PD‐L1 axis is generally dominant in the interaction between tumor and immune cells, such as T‐cells, ICB treatment could influence the global TME, including tumor‐associated blood vessels, tissue hypoxia, and T‐cell infiltration. Although studies have shown the efficacy of immunotherapy in normalizing tumor blood vessels [21, 34, 35], immunotherapy‐mediated vascular changes and TME normalization have not been fully elucidated. Nevertheless, our model can assist in understanding immune‐vascular crosstalk in the HNSCC microenvironment.

Our results showed that the Type I IFN pathway is indispensable for mediating ICB‐induced antitumor effects and TME normalization. Type I IFNs (mostly IFN‐α and IFN‐β) binds to a dimeric transmembrane receptor, IFNAR, that is linked to two cytosolic tyrosine kinases (TYK2 and JAK1) and activates transcription factors of the STAT family [36]. They were first described for their strong antiviral properties, and mounting evidence has accumulated regarding their antitumor activities [37]. Type I IFNs have multiple functions in controlling immune cells and are known to be associated with immunovascular crosstalk in tumors [19, 37]. The blockade of tumor microenvironmental normalization by IFNAR (Fig. 5) indicates the critical role of the Type I IFN pathway during immunotherapy and regulation of TME. In fact, the idea that PD‐L1 is a biomarker of response to checkpoint blockade as a result of underlying IFN responses has already been argued [38]. However, the role of type I IFN pathway in HNSCC immunotherapy has not been fully elucidated as far as we know. Our data using HNSCC‐specific syngeneic model that showed the critical role of type I IFN signaling during ICB responses could contribute the current understanding of the HNSCC biology and provide mechanistic insights on how ICB monotherapy works. Further studies will be of interest to elucidate the reciprocal interactions among Type I IFNs and various cell types, including cancer, immune, and endothelial cells in TME.

## Conclusions

Here, we refined the methods generating an orthotopic syngeneic model of HNSCC with reliable tumorigenic potential, conserved genomic and molecular characteristics similar to those of human HNSCC, and an immunogenic TME. ICB monotherapy was sufficient to induce tumor microenvironmental normalization, including T‐cell infiltration and vascular normalization. The Type I IFN pathway may be a key mediator of the antitumor effects of ICB. Our results provide mechanistic insights into the KEYNOTE‐048 clinical trial on how ICB monotherapy works in PD‐L1^+^ HNSCC. The described methods and key findings may help other researchers expand their research on HNSCC immunotherapy.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

Conception and design: JYJ, C‐HK; Development of methodology: JYJ, B‐SL, MH, CS; Acquisition of data (provided animals, provided facilities, etc.): JYJ, B‐SL, MH, CS, J‐HC; Analysis and interpretation of data (e.g., statistical analysis, biostatistics, computational analysis): JYJ, B‐SL, MH, CS, J‐HC, YSS, HGW; Writing, review, and/or revision of the manuscript: JYJ, B‐SL, MH, J‐HC, HGW, C‐HK; Administrative, technical, or material support (i.e., reporting or organizing data, constructing databases): JYJ, B‐SL, MH, J‐HC, HGW; Study supervision: C‐HK.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13633.

## Supporting information

**Fig. S1.** Syngeneic inoculation of the established cell lines.
**Fig. S2.** Heatmap showing enrichments scores of the HNSCC subtypes and Jaccard similarity scores among mutational profiles of the established cell lines.
**Fig. S3.** Transcriptome profile of the established cell lines.
**Fig. S4.** Orthotopic syngeneic model.
**Fig. S5.** Cell viability and migration assays of the established cell lines.
**Fig. S6.** Changes of immune cell infiltration in syngeneic tumor model after anti‐PD‐L1 treatment.
**Table S1.** Mutational profiles of the established cell lines.

**Table S2.** List of differentially expressed genes between AOC3 and AOC11 cells.

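Table S2 lists genes in 4 columns, headed AOC3_PT, AOC11_PT, AOC3_LN and AOC11_LN. Of these, 221, 185, 116 and 335 genes passed the filter on low values. The sign of each gene's log2 difference was taken in 2 comparisons, between AOC3 and AOC11 lines of the same site and between the primary and lymph node lines of the same mouse. In the first comparison, 57.5% of the AOC3_PT genes (95% Wilson interval 50.9 to 63.8), 82.7% of the AOC11_PT genes (76.6 to 87.5), 93.1% of the AOC3_LN genes (87.0 to 96.5) and 89.0% of the AOC11_LN genes (85.1 to 91.9) were higher in the line that heads the column. In the second comparison, 100% of the genes of every column were higher in the line that heads it, and between 98.2% and 99.1% of them passed the fold change threshold. The intervals cover sampling of genes only. The columns AOC3_PT and AOC11_LN share 43 genes, AOC11_PT and AOC3_LN share 16, AOC3_PT and AOC11_PT share 12, and the lymph node columns share 6.

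**Figure D3:**
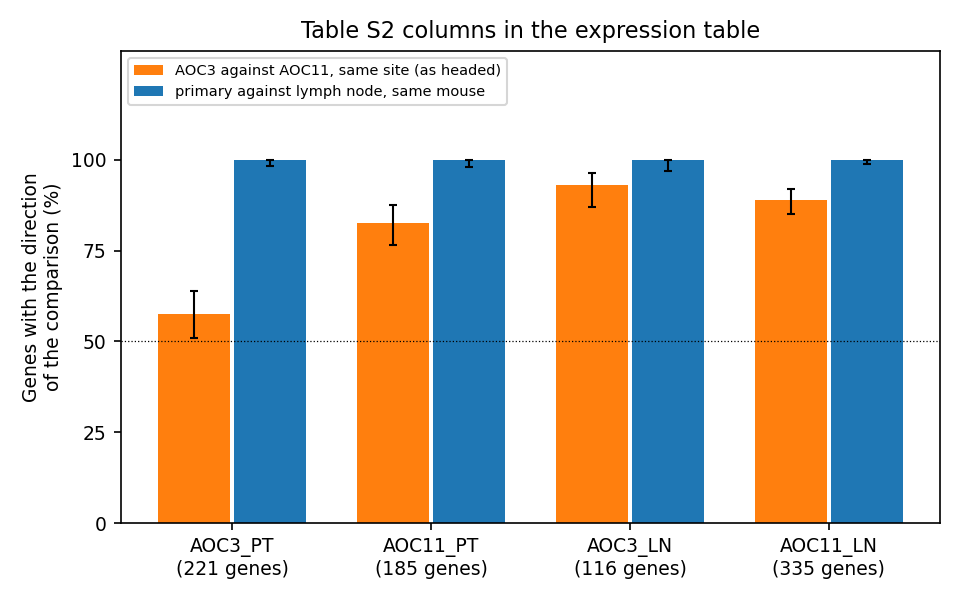
Percentage of the genes in each column of Table S2 that are higher in the line that heads the column, when AOC3 and AOC11 lines of the same site are compared (orange) and when primary and lymph node lines of the same mouse are compared (blue). Bars start at 0, error bars are 95% Wilson intervals and the dotted line marks 50%.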

## Data Availability

The raw and processed transcriptome data generated in this study have been deposited in the GEO database under accession code GSE248271 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248271). The raw data of whole exome sequencing has bene deposited into the NCBI Bioproject database under the BioProject ID PRJNA1042869 (https://www.ncbi.nlm.nih.gov/sra/PRJNA1042869).

# Supplementary material for: Immune checkpoint inhibitor monotherapy is sufficient to promote microenvironmental normalization via the type I interferon pathway in PD‐L1‐expressing head and neck cancer
**Source:** Mol Oncol. 2024 Mar 21;18(8):1923–39. doi: 10.1002/1878-0261.13633
**Supplement:** Supplementary file 1 — Fig. S1. Syngeneic inoculation of the established cell lines. Fig. S2. Heatmap showing enrichments scores of the HNSCC subtypes and Jaccard similarity scores among mutational profiles of the established cell lines. Fig. S3. Transcriptome profile of the established cell lines. Fig. S4. Orthotopic syngeneic model. Fig. S5. Cell viability and migration assays of the established cell lines. Fig. S6. Changes of immune cell infiltration in syngeneic tumor model after anti‐PD‐L1 treatment. Table S1. Mutational profiles of the established cell lines.

**Supplementary Figures**

**
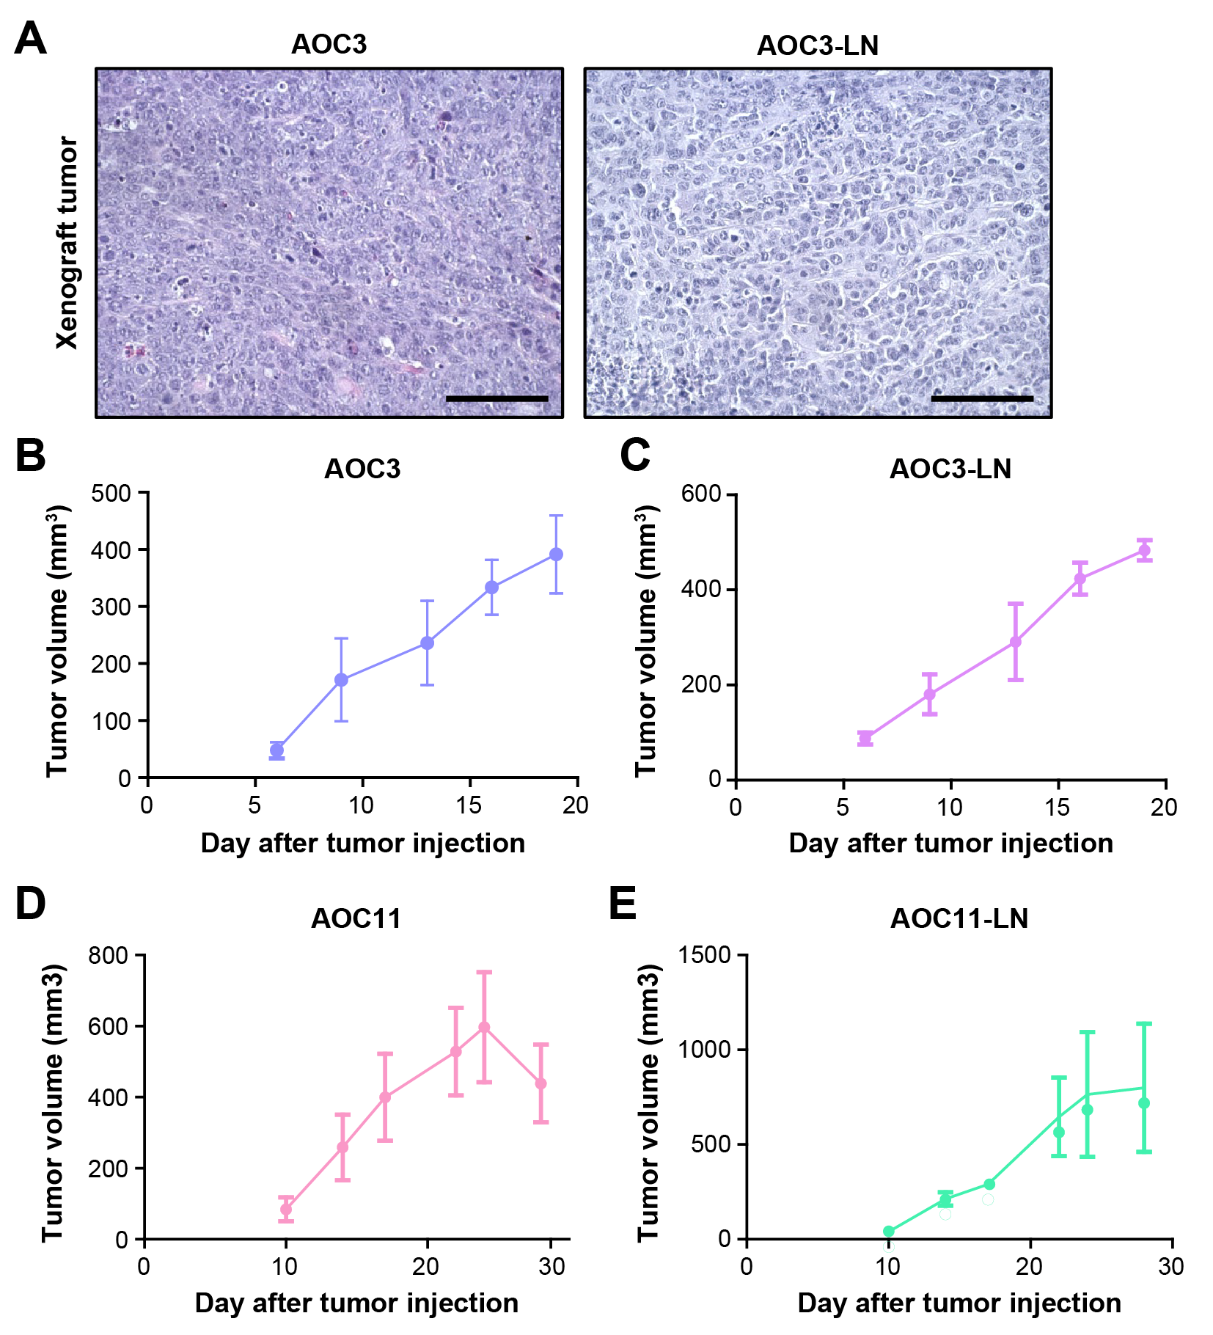
**

**Supplemental Figure S1** (A) H&E stained images of the syngeneic tumors showing pathological squamous cell carcinoma. To generate syngeneic tumor model, 5×10^5^ Ajou Oral Cancer (AOC) cells were injected subcutaneously into the flank area. The tumors were isolated 3 weeks after inoculation. Scale bars, 100 µm. (B–E) Tumor growth curve of the established syngeneic model using four oral cancer cell line.

**
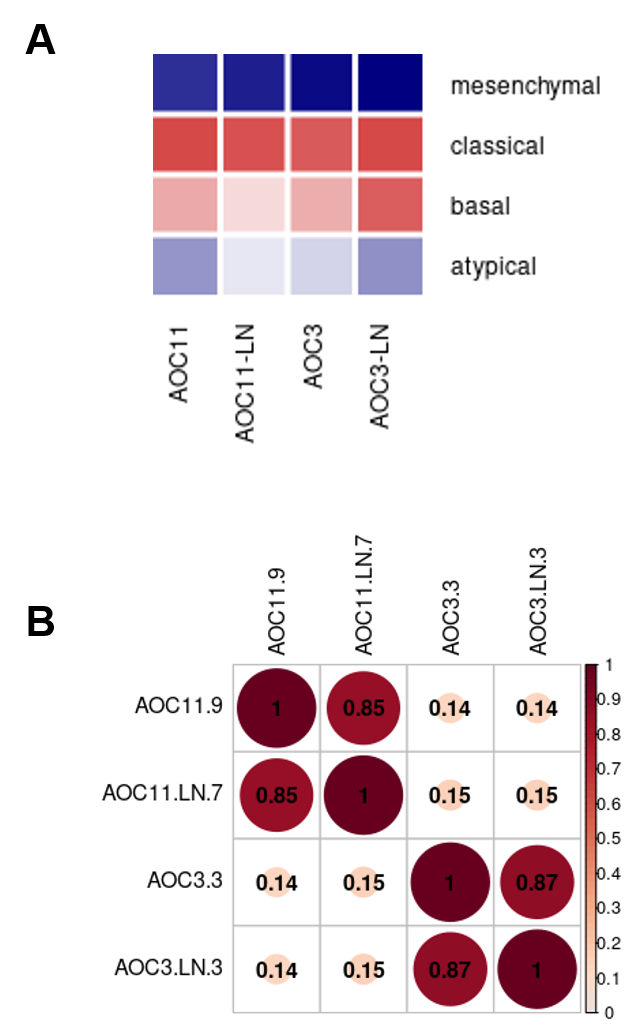
**

**Supplementary Figure S2** (A) A heatmap showing enrichment scores for the HNSCC subtypes across 4 cell lines. The enrichment score is estimated using the ssGSEA method. (B) Jaccard similarity scores among the mutation profiles of four cell lines.

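The Jaccard score of a pair of lines is the number of variants found in both lines divided by the number found in either. From the variants listed in Table S1, it was 0.889 between AOC3 and AOC3-LN, which share 8 variants, and 1 between AOC11 and AOC11-LN, which share 14. No listed variant was shared between the mice. The listed variants are in selected genes, and the full mutation profiles were not used here. Read depths at the variants ranged from 24 to 179.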

**
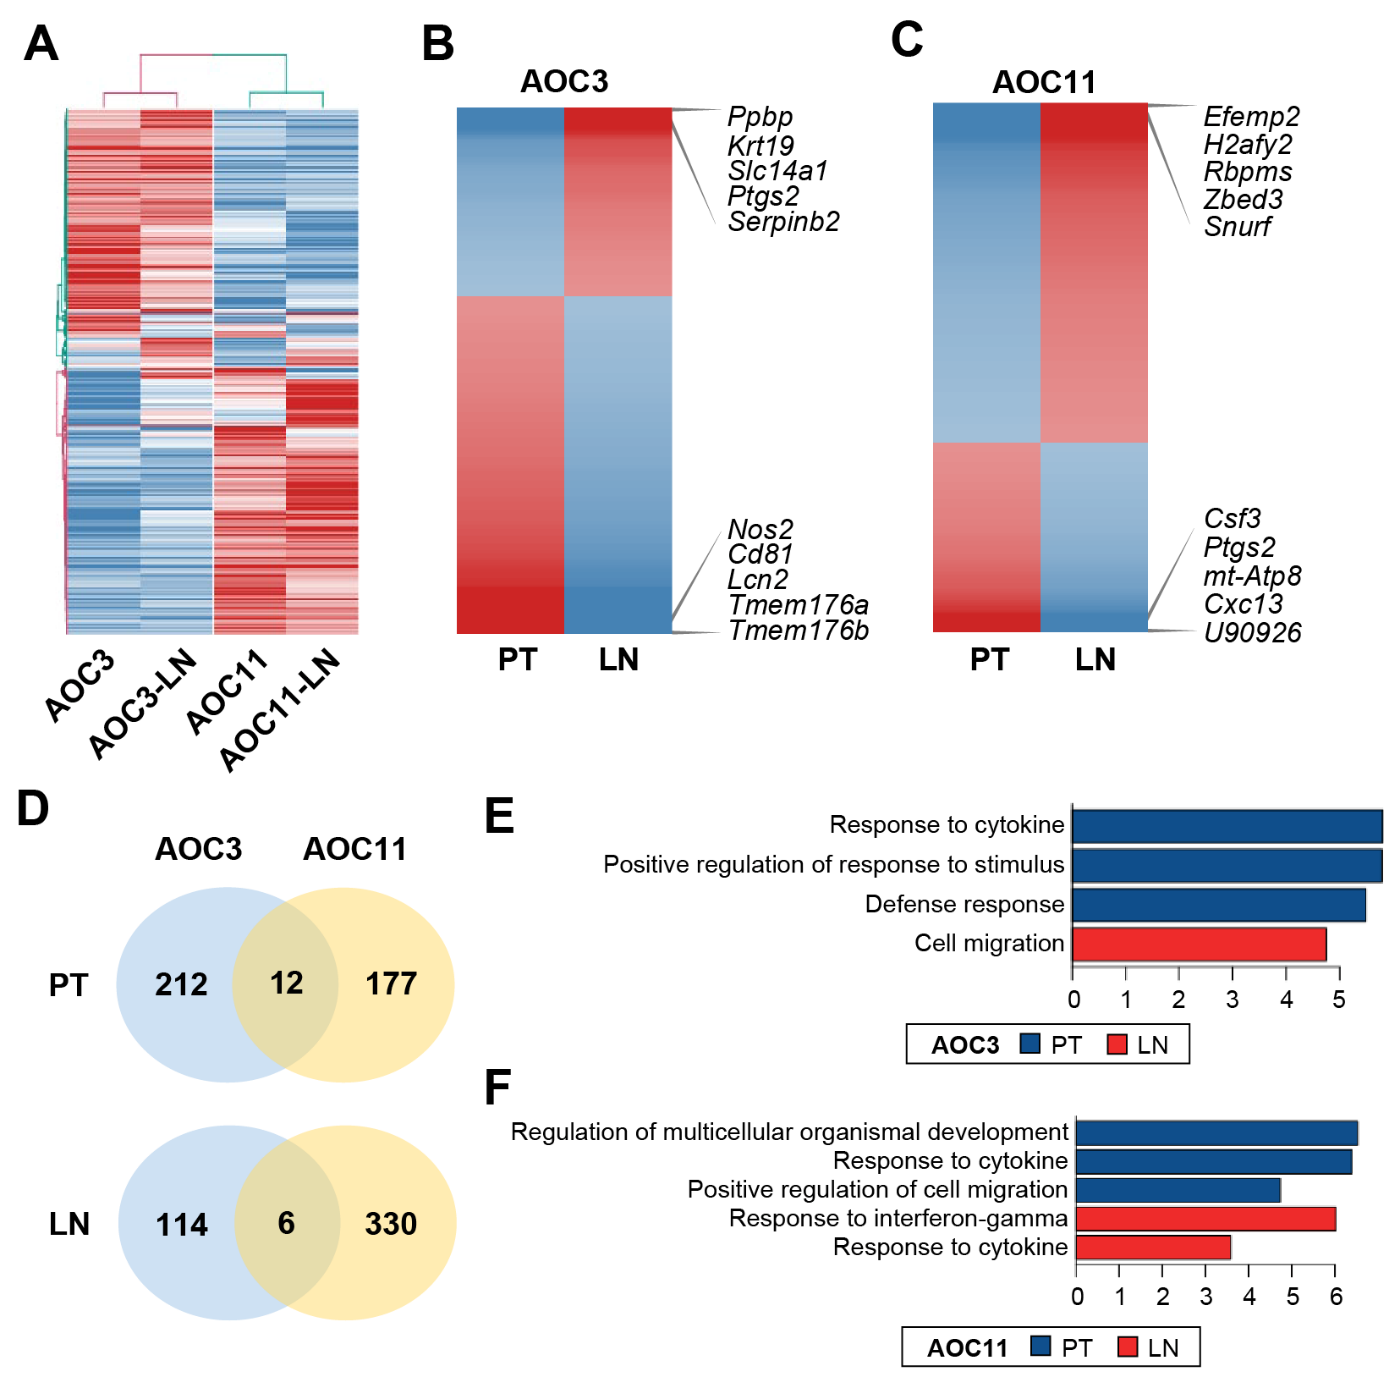
**

**Supplemental Figure S3** Transcriptome profile of the established cell line. (A) Unsupervised clustering of gene expression profiles of the established cell lines. (B,C) Differentially regulated genes between the primary tumor (PT) and lymph node (LN) in the AOC3 cells (B) and AOC11 cells (C) are shown. (D) Venn-diagrams show the number of up-regulated differentially expressed genes in PT (*upper*) and LN (*lower*) from each of AOC3 and AOC11. (E,F) Barplots show the functional enrichment scores for DEGs (PT *vs.* LN) in each AOC3 cell (E) and AOC11 cell (F).

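Clustering places lines whose genes have similar expression next to each other. In average-linkage clustering on 1 minus Pearson's correlation, AOC3 joined AOC3-LN at a height of 0.0524 and AOC11 joined AOC11-LN at 0.0743. The pairs of the 2 mice joined at 0.0943.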

**
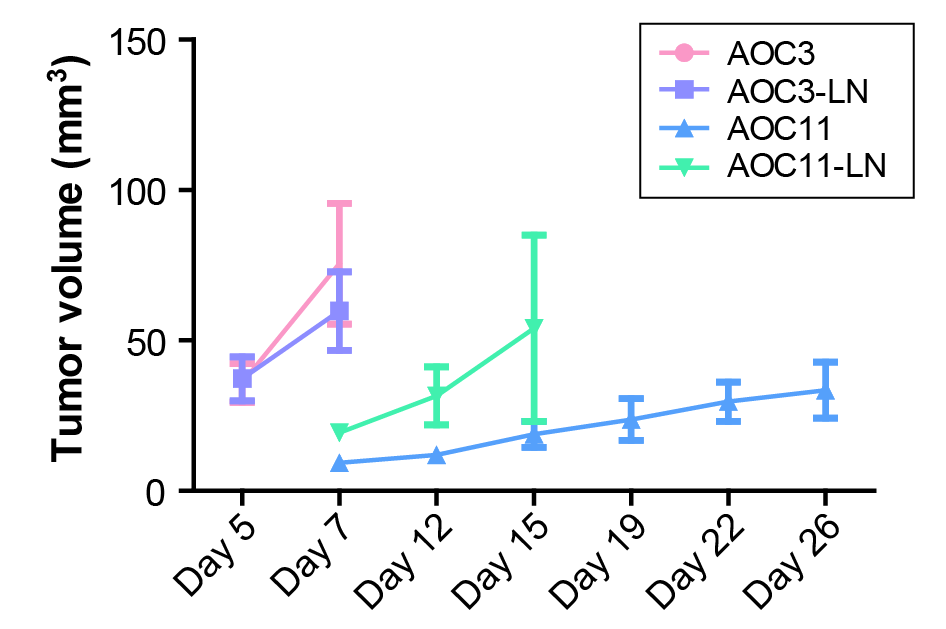
**

**Supplemental Figure S4** Tumor growth curves after orthotopic syngeneic inoculation of the four established cell line shows differential growth patterns of the individual cell line. For orthotopic model, a total of 2×10^5^ injected into the submucosal area of the oral tongue.

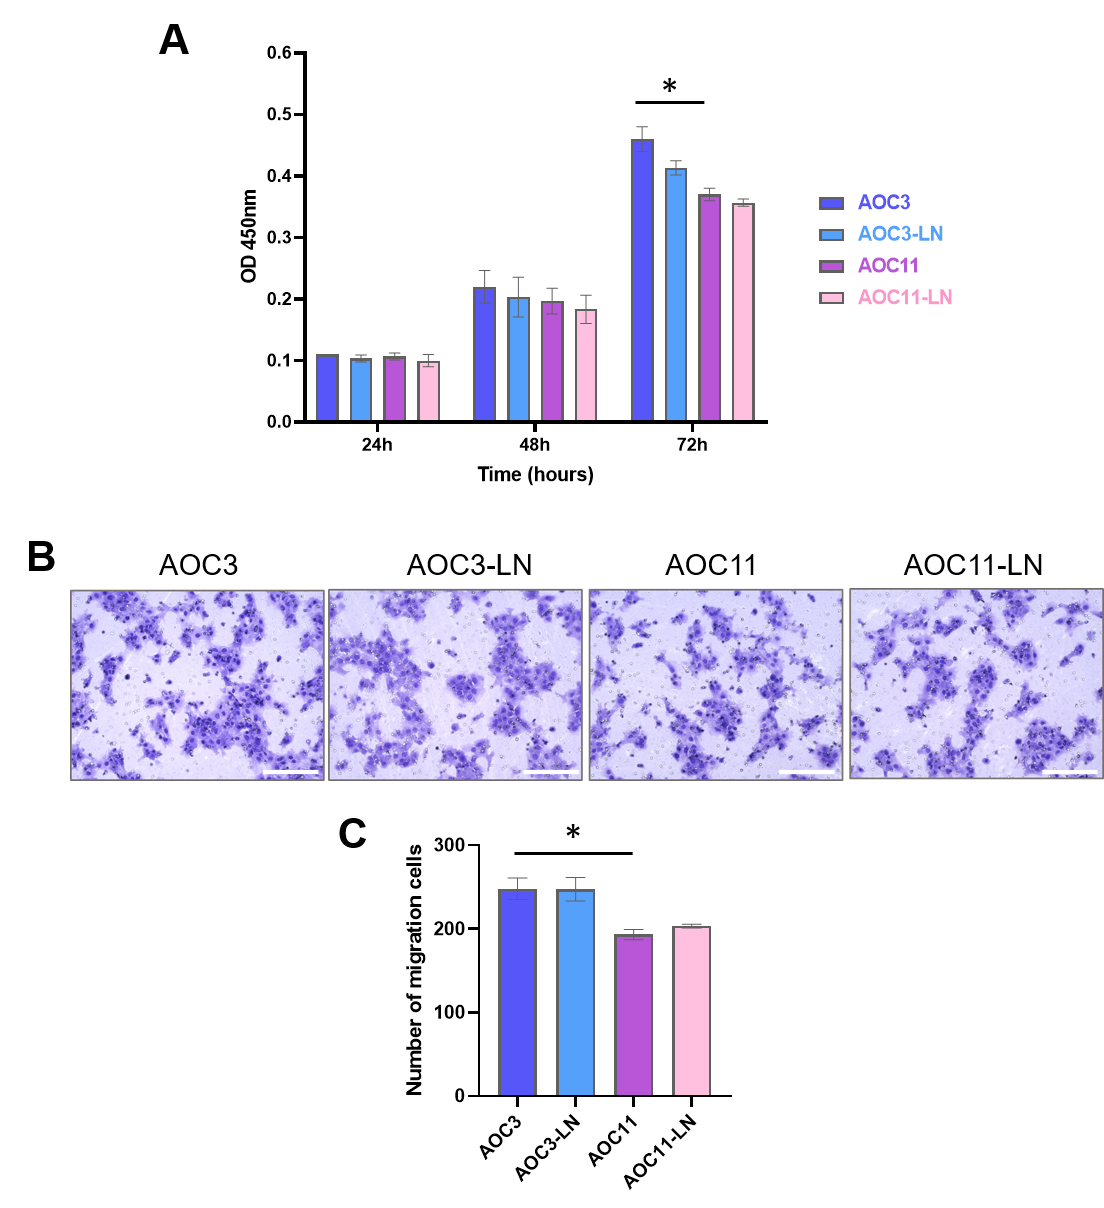

**Supplementary Figure S5** (A) Cell viabilities of AOC3, AOC3-LN, AOC11, AOC11-LN cells were measured by CCK8 for 24h, 48h and 72h. Values are expressed as means ± SD from three independent experiments (*P < 0.05). (B) the migrated cells were photographed with a microscope and counted at 24 h. Scale bars = 200um. (C) Quantification data. mean±SD from three independent experiments. *P < 0.05.

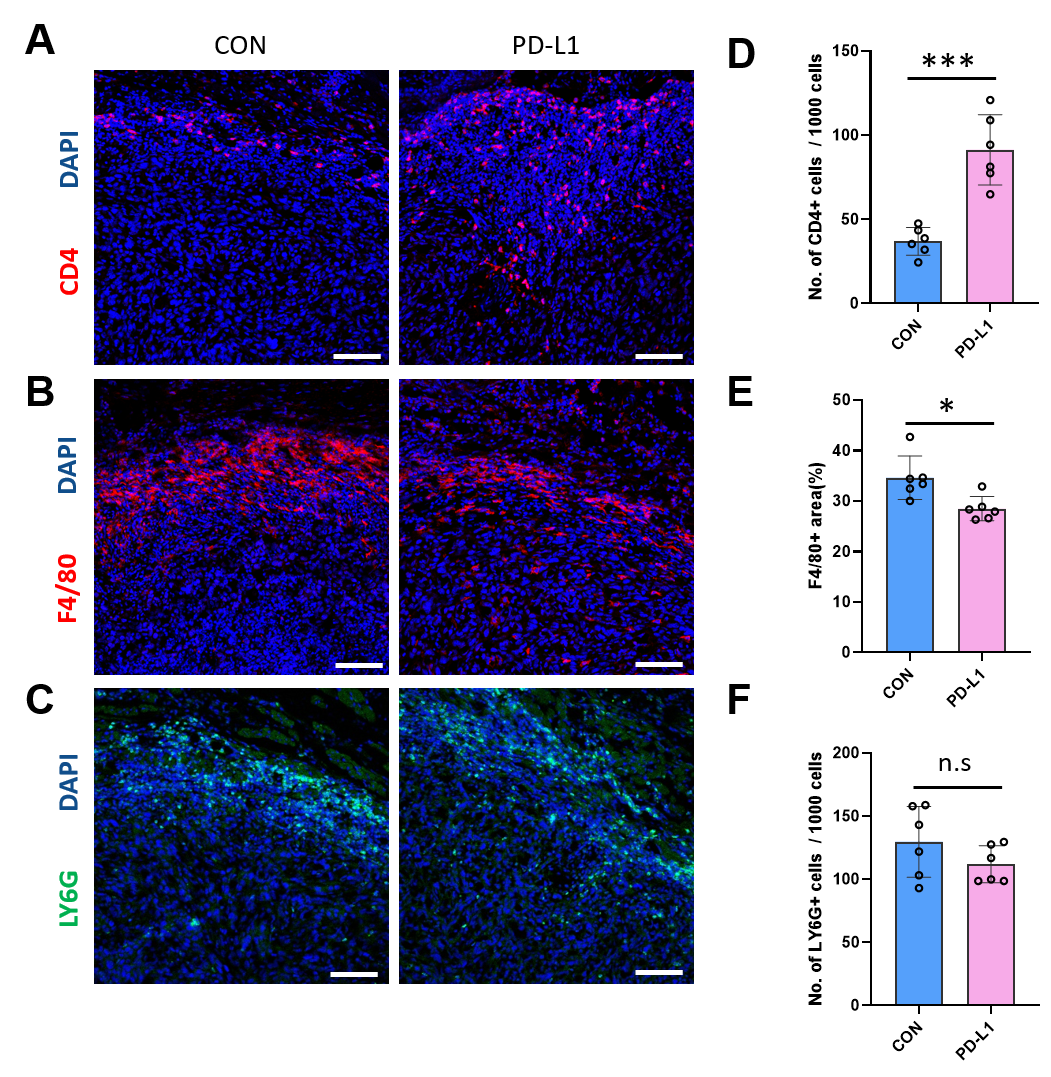

**Supplementary Figure S6** Mice were submucosally injected with 5 × 10^5^ AOC3-LN cells in the left buccal area and intraperitoneally injected with an anti-PD-L1 inhibitor (10 mg/kg) twice a week for 3 weeks. (A–C) Immunofluorescence images showing CD4^+^ T-cells, F4/80 macrophage, LYG6 neutrophil. Scale bars, 200 µm. (D–F) Comparisons of CD4^+^ T-cells, F4/80 macrophage, LYG6 neutrophil, n = 6; ^*^*P* < 0.05 , ^* * *^*P* < 0.001 versus control.

**Supplemental Table S1. Mutational profiles of the established oral cancer cell lines.**

| **Sample** | **Chr** | **Start** | **End** | **Ref** | **Alt** | **Func.knownGene** | **Gene.knownGene** | **ExonicFunc.knownGene** | **ReadDepth (MUT)** | **ReadDepth (WT)** | **VAF** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AOC11.9 | 11 | 69588505 | 69588505 | G | A | exonic | Trp53 | nonsynonymous SNV | 33 | 43 | 0.43 |
| AOC11.9 | 11 | 69588676 | 69588676 | G | T | exonic | Trp53 | stopgain | 62 | 55 | 0.53 |
| AOC11.9 | 11 | 79448137 | 79448137 | A | T | exonic | Nf1 | nonsynonymous SNV | 47 | 71 | 0.40 |
| AOC11.9 | 11 | 98427069 | 98427069 | A | T | exonic | Erbb2 | nonsynonymous SNV | 20 | 30 | 0.40 |
| AOC11.9 | 12 | 111261690 | 111261690 | A | T | exonic | Traf3 | nonsynonymous SNV | 33 | 42 | 0.44 |
| AOC11.9 | 2 | 26467981 | 26467981 | C | A | exonic | Notch1 | nonsynonymous SNV | 9 | 24 | 0.27 |
| AOC11.9 | 2 | 26470928 | 26470928 | G | T | exonic | Notch1 | nonsynonymous SNV | 17 | 7 | 0.71 |
| AOC11.9 | 3 | 34651294 | 34651294 | A | T | exonic | Sox2 | nonsynonymous SNV | 19 | 17 | 0.53 |
| AOC11.9 | 3 | 98111651 | 98111651 | G | T | exonic | Notch2 | stopgain | 28 | 8 | 0.78 |
| AOC11.9 | 3 | 98115238 | 98115238 | A | G | exonic | Notch2 | nonsynonymous SNV | 37 | 72 | 0.34 |
| AOC11.9 | 4 | 141322395 | 141322395 | G | A | exonic | Epha2 | nonsynonymous SNV | 26 | 30 | 0.46 |
| AOC11.9 | 7 | 130261767 | 130261767 | T | A | exonic | Fgfr2 | nonsynonymous SNV | 16 | 13 | 0.55 |
| AOC11.9 | 7 | 141192550 | 141192550 | T | A | exonic | Hras | nonsynonymous SNV | 31 | 22 | 0.58 |
| AOC11.9 | 8 | 45040766 | 45040766 | A | T | exonic | Fat1 | nonsynonymous SNV | 23 | 31 | 0.43 |
| AOC11.LN.7 | 11 | 69588505 | 69588505 | G | A | exonic | Trp53 | nonsynonymous SNV | 45 | 50 | 0.47 |
| AOC11.LN.7 | 11 | 69588676 | 69588676 | G | T | exonic | Trp53 | stopgain | 90 | 88 | 0.51 |
| AOC11.LN.7 | 11 | 79448137 | 79448137 | A | T | exonic | Nf1 | nonsynonymous SNV | 86 | 82 | 0.51 |
| AOC11.LN.7 | 11 | 98427069 | 98427069 | A | T | exonic | Erbb2 | nonsynonymous SNV | 48 | 42 | 0.53 |
| AOC11.LN.7 | 12 | 111261690 | 111261690 | A | T | exonic | Traf3 | nonsynonymous SNV | 57 | 53 | 0.52 |
| AOC11.LN.7 | 2 | 26467981 | 26467981 | C | A | exonic | Notch1 | nonsynonymous SNV | 25 | 22 | 0.53 |
| AOC11.LN.7 | 2 | 26470928 | 26470928 | G | T | exonic | Notch1 | nonsynonymous SNV | 25 | 9 | 0.74 |
| AOC11.LN.7 | 3 | 34651294 | 34651294 | A | T | exonic | Sox2 | nonsynonymous SNV | 27 | 18 | 0.60 |
| AOC11.LN.7 | 3 | 98111651 | 98111651 | G | T | exonic | Notch2 | stopgain | 31 | 39 | 0.44 |
| AOC11.LN.7 | 3 | 98115238 | 98115238 | A | G | exonic | Notch2 | nonsynonymous SNV | 75 | 61 | 0.55 |
| AOC11.LN.7 | 4 | 141322395 | 141322395 | G | A | exonic | Epha2 | nonsynonymous SNV | 66 | 32 | 0.67 |
| AOC11.LN.7 | 7 | 130261767 | 130261767 | T | A | exonic | Fgfr2 | nonsynonymous SNV | 27 | 38 | 0.42 |
| AOC11.LN.7 | 7 | 141192550 | 141192550 | T | A | exonic | Hras | nonsynonymous SNV | 10 | 59 | 0.14 |
| AOC11.LN.7 | 8 | 45040766 | 45040766 | A | T | exonic | Fat1 | nonsynonymous SNV | 31 | 37 | 0.46 |
| AOC3.3 | 11 | 69588425 | 69588425 | G | A | exonic | Trp53 | stopgain | 37 | 47 | 0.44 |
| AOC3.3 | 15 | 98843226 | 98843226 | C | A | exonic | Kmt2d | stopgain | 24 | 21 | 0.53 |
| AOC3.3 | 4 | 89276922 | 89276922 | A | T | exonic | Cdkn2a | nonsynonymous SNV | 20 | 16 | 0.56 |
| AOC3.3 | 4 | 141308673 | 141308673 | A | T | exonic | Epha2 | nonsynonymous SNV | 23 | 40 | 0.37 |
| AOC3.3 | 8 | 25557760 | 25557760 | G | C | exonic | Fgfr1 | nonsynonymous SNV | 94 | 74 | 0.56 |
| AOC3.3 | 8 | 44989044 | 44989044 | A | T | exonic | Fat1 | nonsynonymous SNV | 53 | 61 | 0.46 |
| AOC3.3 | 8 | 45017892 | 45017892 | A | T | exonic | Fat1 | nonsynonymous SNV | 27 | 28 | 0.49 |
| AOC3.3 | 8 | 45024075 | 45024075 | A | T | exonic | Fat1 | nonsynonymous SNV | 58 | 22 | 0.73 |
| AOC3.3 | 9 | 53506620 | 53506620 | T | A | exonic | Atm | stopgain | 37 | 51 | 0.42 |
| AOC3.LN.3 | 11 | 69588425 | 69588425 | G | A | exonic | Trp53 | stopgain | 32 | 35 | 0.48 |
| AOC3.LN.3 | 15 | 98843226 | 98843226 | C | A | exonic | Kmt2d | stopgain | 28 | 21 | 0.57 |
| AOC3.LN.3 | 4 | 89276922 | 89276922 | A | T | exonic | Cdkn2a | nonsynonymous SNV | 27 | 19 | 0.59 |
| AOC3.LN.3 | 4 | 141308673 | 141308673 | A | T | exonic | Epha2 | nonsynonymous SNV | 34 | 29 | 0.54 |
| AOC3.LN.3 | 8 | 25557760 | 25557760 | G | C | exonic | Fgfr1 | nonsynonymous SNV | 115 | 64 | 0.64 |
| AOC3.LN.3 | 8 | 44989044 | 44989044 | A | T | exonic | Fat1 | nonsynonymous SNV | 46 | 56 | 0.45 |
| AOC3.LN.3 | 8 | 45017892 | 45017892 | A | T | exonic | Fat1 | nonsynonymous SNV | 34 | 40 | 0.46 |
| AOC3.LN.3 | 9 | 53506620 | 53506620 | T | A | exonic | Atm | stopgain | 41 | 35 | 0.54 |

How the deposited data were processed for this re-analysis (not part of the article)

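RNA from cultured cells of 4 lines was sequenced with 1 library per line: AOC3 and AOC3-LN from mouse 3, and AOC11 and AOC11-LN from mouse 11. The authors trimmed the reads with Trim Galore, mapped them to the mouse genome mm10 with TopHat2 and estimated FPKM values with Cufflinks on GENCODE M21 with default parameters, and these FPKM values are what they deposited, without the log2 transformation and quantile normalization that the methods name. The 4 columns have different sorted values, which quantile-normalized columns would not have. The table holds 34721 entries with 34685 different gene identifiers, 29 of which have more than 1 entry, and 4017 entries are listed at 0 in all lines. Gene names, positions, types and transcript lengths were taken from GENCODE M21. Irf8, Aprt and Gins2 have no entry in the table and were not analysed here.

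The table gives no read counts. For 9528 genes with 1 transcript longer than 800 bases, low FPKM values multiplied by transcript length, less a fitted offset, fell within 0.1 of a whole multiple of a common step for between 75.2% and 79.4% of values, against 20% by chance. The inverse of the step gave the number of fragments that each library was scaled to. On 3 simulated libraries the largest error of this estimate was 0.0151%. They were made from whole counts and a fixed offset, as the fit assumes. The error therefore does not give the accuracy of the fragment numbers of the real libraries. FPKM values of short transcripts rest on few fragments and on a length correction, so they are the least certain values of the table.

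FPKM values plus a pseudocount of 1 were log2-transformed and quantile-normalized over all entries. Genes with at least 1 FPKM in at least 1 line were kept, which left 14165 genes, 11380 of them protein-coding. The AOC3 lines were compared with the AOC11 lines as the difference of the means of both lines, and the lymph node line with the primary line in each mouse. A log2 difference above 1 or below -1 was counted. The paper's text gives the threshold as a fold change and names no pseudocount or filter for it. Its statistics section names Student's t-test, the Mann-Whitney U test, analysis of variance and the Kruskal-Wallis test for group differences in general, without saying whether any was applied to the expression table. A difference between single libraries has no replicate check, and no p-value was computed for it. limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) with Benjamini-Hochberg adjustment was fitted to the 4 lines, with the primary and lymph node lines of a mouse in the place of replicates. It describes these lines, since each group is 1 mouse. Simulated lines had 200 genes changed 4-fold and a chosen spread between lines of 0.15 log2 units. On them limma recovered 200 genes and made 41 false calls among 13532 genes, 40 of them on transcripts shorter than 400 bases. The spread was a setting, so this recovery does not give the power of the fit to the real lines. In the deposited data, 8 of the 29 genes that limma called have transcripts that short, so these 8 calls are uncertain. The fold threshold recovered the 200 genes with 22 false calls.

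Gene lists were written by hand, because the Hallmark, Gene Ontology and subtype gene sets of the paper were not used here. They cover the interferon alpha response, interferon gamma response, allograft rejection, IL-2 STAT5 signaling, DNA repair, Hedgehog signaling, Hedgehog core components, reactive oxygen species, cell cycle, growth factors and receptors, cell migration, cytokines and chemokines, class I antigen presentation, the classical-like, mesenchymal-like, basal-like and atypical-like subtypes, markers of fibroblasts, macrophages, T cells, endothelial and epithelial cells, and male and female sex genes. A list of MAPK pathway output genes and a list of type I and III interferon ligands were added after the data were seen. The median log2 difference of a list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression. On 100 simulated lists of 40 genes with no shift, 4 fell outside the central 95%, and 100 of 100 lists shifted by 0.5 were found. The spread between simulated lines was a chosen setting, so these numbers do not give the error rate or power for the real lists. Random lists match a list in size and mean expression but not in co-regulation of its genes. The percentiles are therefore descriptive and were not shown to be calibrated for co-regulated genes. Subtype lists were given the median percentile rank of their genes in each line. The mouse Reactome sets shipped with fgsea 1.28.0 were tried in place of 8 hand-written lists. They are different sets and not copies of those lists. The smallest overlaps with the hand-written list were 2 of 41 genes for IL-2, 3 of 118 for Hedgehog signaling and 4 of 14 for interferon alpha.

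The genes named in the text were drawn from groups set by a rule, and not every gene of a group is named. The groups include every gene named in the paper's text or figures, and the 3 members of each list with the largest differences. A further group was the 5 genes with the largest difference in each direction between the AOC3 and AOC11 lines. These came from genes changed in the same direction at both sites. The last group was the 5 largest in each direction between the lymph node and primary line of each mouse. Other genes are named as examples of what a list holds, as the highest marker of a cell type, or because a test uses them. Read depths in Table S1 were compared between the primary and lymph node lines of a mouse with 2-sided Fisher's exact tests and Benjamini-Hochberg adjustment over 22 variants. Intervals of percentages are 95% Wilson intervals. The samples and their grouping, the comparisons and 47 alternatives were set before the data were examined, and 2 settings restricted to protein-coding genes were added afterwards. The alternatives were another pseudocount, no quantile normalization, scaling by the median, other filters on low values, a 1.5-fold threshold, a limma p-value beside the threshold, lines left out, the site as a block in limma, limma without trend, and other gene lists. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Sequence reads, exome reads and the experiments in mice were not analysed here.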

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

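The tests on leukocyte transcripts, on the MAPK list, on Ptgs2, Ppbp and Rbpms and on short RNAs were chosen only after these results were seen. Each item moved past its threshold in one direction between AOC3-LN and AOC3 and in the opposite direction between AOC11-LN and AOC11. With 1 library per line, no difference between the mice was tested.

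The interferon lists moved apart. The median log2 difference between the lymph node and primary line was -0.60 in mouse 3 and 0.59 in mouse 11 for the interferon alpha response, -0.46 and 0.58 for the interferon gamma response, and -0.71 and 0.33 for class I antigen presentation. RNA from immune cells would bring abundant leukocyte transcripts, and the highest value of Ptprc, Tyrobp, Laptm5, Cd53 and Fcer1g in any line was 0.453 FPKM, although the macrophage gene Csf1r was at 20.8 FPKM in AOC11. Without quantile normalization the interferon alpha median was still -0.71 in mouse 3. After a trend on GC content and transcript length was removed it was 0.68 in mouse 11, and after the median of each chromosome was removed it was 0.71 in mouse 11. The same removals in mouse 11 gave 0.59 and 0.60 for interferon gamma. They gave 0.21 and 0.49 for class I antigen presentation, against 0.33 before. These values argue against immune cell RNA, normalization, GC content and length, and chromosome-wide shifts as the whole cause. Interferon made by the cells stays open: Ifnb1 was at 0.0522 FPKM in AOC11-LN and listed at 0 in the other lines, a level too low to decide. Culture conditions and batches were not tested. A biological difference between the metastases of the mice is a hypothesis that these data cannot test.

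The MAPK pathway output list, added after the data were seen, had medians of 0.42 in AOC3-LN and -0.50 in AOC11-LN. In mouse 11 the median was -0.45 without quantile normalization, -0.48 after the trend on GC content and length was removed, and -0.50 after chromosome medians were removed, and in every case both mice stayed outside the central 95% of random lists on opposite sides. These technical trends therefore leave the pattern in place. The cell cycle list had medians of -0.09 in AOC3-LN and -0.27 in AOC11-LN, both below the central 95% of random lists. It thus moved in the same direction in both mice. Differences in growth state at harvest were not tested beyond this list.

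Ptgs2 had log2 differences of 3.23 in mouse 3 and -3.22 in mouse 11, Ppbp of 3.22 and -1.98, and Rbpms of -1.50 and 3.46. The smallest size among these 6 shifts was 1.56 without quantile normalization, 1.49 after removal of the trend on GC content and length, and 1.57 after removal of chromosome medians, and the signs stayed opposite. These 3 trends are not the whole cause. No biological explanation was tested.

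A group of 7 short RNA genes moved apart by large amounts. The log2 differences in mouse 3 and mouse 11 were 10.15 and -8.02 for Gm23415, 3.70 and -8.97 for Gm23438, 9.21 and -8.80 for Gm23882, and 5.96 and -1.57 for Gm26472. Gm23935, Gm24245 and Gm24270 each had -12.24 and 12.65. Except for Gm26472 in mouse 11, each difference is between a line with a value and a line listed at 0, so it is no fold change. Among 543 genes whose longest transcript is under 200 bases, 9.21% (95% Wilson interval 7.05 to 11.9) moved past the threshold in opposite directions, against 0.653% (0.531 to 0.803) of 13622 longer genes. The pattern is thus consistent with unstable estimates for short transcripts. Gm23935, Gm24245 and Gm24270 also have the same FPKM value in AOC3 as Gm24187, 6144, at 4 loci on different chromosomes. In AOC11-LN these 3 genes are each at 6783 FPKM and Gm24187 is listed at 0. Whether reads shared between copies of one transcript caused the pattern stays open, since the identical values were known when this test was chosen. No biological explanation was tested for these genes.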

How the results depend on the processing

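There were 393 recalculations of the main values and counts under the alternatives. Of these, 307 kept their side of the threshold or, where no threshold was applied, stayed within the spread between lines or within 1.5 times for counts. Another 11 moved inside the central range of random lists and 6 moved outside it. A further 55 moved by more than the spread between lines or, for counts, by more than 1.5 times. The remaining 14 were list medians that changed sign with both lines of each mouse. Of those 14, 10 came from leaving out quantile normalization or scaling by the median, which also move the median of all genes. In 7 of the 10 the list kept its side of that median, and in the other 3 (cell cycle, and in mouse 3 reactive oxygen species and Hedgehog core components) it crossed it. With 1 line left out, a mouse keeps 1 line, and values were judged by the spread between lines only. Of these values, 6 over 4 lists also lay on the other side of 0, with 3 among the 307 and 3 among the 55. So did 4 subtype differences under other filters. For single genes, 69 of 90 recalculations stayed within the spread and 21 moved. None of those 21 changed direction. The cause was not tested for any of these changes unless it is named. The restriction to protein-coding genes was chosen after seeing the data.

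Counts of genes depended on the threshold and the pseudocount. Between the AOC3 and AOC11 lines, 1.5-fold gave 3814 genes (1866 higher in the AOC3 lines, 1948 in the AOC11 lines) and a pseudocount of 0.1 gave 2627 (1248 and 1379). Both sites past the threshold in the same direction gave 682 (313 and 369). Protein-coding genes at 5 FPKM or more gave 902 (376 and 526), and protein-coding genes gave 458 higher in the AOC3 lines. Across the fits that each left out one line, the count ranged from 1456 to 1956, with 729 to 908 higher in the AOC3 lines and 727 to 1073 in the AOC11 lines. Removing the filter on low values left the count at 1573, but genes under 1 FPKM can hardly pass the threshold at a pseudocount of 1, so this says little about stability.

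Between lymph node and primary lines, in the order AOC3-LN higher, AOC3 higher, AOC11-LN higher, AOC11 higher, a pseudocount of 0.1 gave 533, 910, 1199 and 875 genes and a 1.5-fold threshold gave 850, 1098, 1821 and 1660. Protein-coding genes at 5 FPKM or more gave 112, 264, 319 and 211, and protein-coding genes gave 150 higher in AOC3-LN, 422 in AOC11-LN and 267 in AOC11. Genes at 5 FPKM or more gave 187 higher in AOC3-LN.

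limma called 29 genes. Without a filter it called 0 (4247 at an unadjusted p-value under 0.05) and at 5 FPKM or more 50. Among protein-coding genes it called 256 (115 higher in the AOC3 lines and 141 in the AOC11 lines). The number of genes tested differs between these fits. With the site as a block, limma called 31 genes.

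For the gene lists between AOC3 and AOC11 lines, the Reactome sets gave medians of -0.14 for interferon alpha and -0.20 for class I antigen presentation, inside the random range, -0.30 for IL-2 and 0.22 for reactive oxygen species, outside it, and -0.064 for Hedgehog signaling, a change of sign. The Reactome interferon gamma set, at -0.41, stayed below the random range. Without quantile normalization Hedgehog signaling was -0.046, cell cycle -0.065 and cell migration 0.10. At 5 FPKM or more, Hedgehog signaling was 0.27, growth factors and receptors 0.24 and cytokines and chemokines -0.30. A pseudocount of 0.1 gave 0.27 for growth factors and receptors and 0.18 for cell migration, and scaling by the median gave 0.18 for cell migration. Without a filter, cell migration was 0.044 and cytokines and chemokines 0. Without genes on other lists or in Fig. 2C, cytokines and chemokines were 0.015. With each line left out in turn, medians ranged from -1.42 to -0.74 for interferon alpha, -1.67 to -0.87 for interferon gamma, -1.95 to -0.83 for class I antigen presentation, 0.025 to 0.095 for DNA repair, -0.064 to 0.22 for Hedgehog signaling, -1.20 to -0.51 for allograft rejection, -0.20 to 0.054 for IL-2 STAT5, -0.14 to -0.016 for Hedgehog core components, 0.058 to 0.25 for reactive oxygen species, -0.090 to 0.081 for cell cycle, 0.0014 to 0.28 for growth factors and receptors, 0.059 to 0.40 for cell migration and -1.10 to 0.34 for cytokines and chemokines. The interferon gamma list stayed below its random range in every alternative with both lines of each mouse.

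For lymph node against primary lines, the medians that changed sign without quantile normalization were, in mouse 3, IL-2 STAT5 (-0.036), DNA repair (-0.014), Hedgehog core components (-0.063) and reactive oxygen species (-0.031), and in mouse 11, Hedgehog core components (0.12). Scaling by the median changed the sign to 0.014 for Hedgehog signaling, 0.14 for Hedgehog core components and 0.0037 for growth factors and receptors in mouse 11. At 5 FPKM or more, allograft rejection changed sign to -0.019 and Hedgehog core components to 0.0080 in mouse 11. Without a change of sign, Hedgehog signaling in mouse 3 moved outside the random range at 5 FPKM or more (-0.19). Growth factors and receptors in mouse 3 moved inside it at 5 FPKM or more (-0.077) and without a filter (-0.054), as did IL-2 STAT5 in mouse 11 without a filter (-0.035).

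The subtype differences depended on the filter, which removes mesenchymal-like genes that are not expressed. Classical-like minus mesenchymal-like was 44.2 without a filter and -12.1 at 5 FPKM or more, classical-like minus atypical-like 1.34 and 1.59, and classical-like minus basal-like 1.19 at 5 FPKM or more. A pseudocount does not move ranks, so it tests nothing here. The correlations and the shares of Table S2 genes held under each alternative tried. With 1 library per line, the depth limits the short and low genes most, and no setting replaces replicate libraries.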

Differences from the paper's values

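Between the AOC3 and AOC11 lines, 1573 genes passed the threshold against the paper's 918, with 723 higher in the AOC3 lines against the paper's 398 and 850 higher in the AOC11 lines against the paper's 250. The paper's 2 directional numbers do not add up to its total. Of 14 alternatives set before the data were examined, 3 came within 1.5 times of the paper's total and of its number for AOC3: genes at 5 FPKM or more (1198 and 550), both sites past the threshold in the same direction (682 and 313), and the threshold with an unadjusted limma p-value under 0.05 (1166 and 525). For AOC11, only the second of these did (369), and the other 13 did not. Among settings chosen after seeing the values, protein-coding genes gave 1134 genes with 458 higher in the AOC3 lines, and protein-coding genes at 5 FPKM or more gave 902 with 376, both within 1.5 times of the paper's total and number for AOC3. The second of these was chosen with the paper's counts in view, as 1 of 16 alternatives, so its closeness to the paper's total is no evidence of the paper's method. Neither came within 1.5 times of the paper's number for AOC11, at 676 and 526.

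The headings of Table S2 give the paper's numbers 224 for AOC3_PT, 120 for AOC3_LN, 189 for AOC11_PT and 336 for AOC11_LN. As differences between AOC3 and AOC11 lines of one site, 886 genes passed for AOC3_PT, 806 for AOC11_PT, 1073 for AOC3_LN and 1231 for AOC11_LN, and none of the 5 alternatives set before the data were examined came within 1.5 times of the paper's numbers. As differences between primary and lymph node lines of one mouse, 484 genes passed for AOC3_PT, 299 for AOC3_LN, 445 for AOC11_PT and 704 for AOC11_LN, and none of 6 such alternatives came within 1.5 times of the paper's numbers. Settings chosen after seeing the values came within 1.5 times: protein-coding genes gave 323, 150, 267 and 422 in that order, and protein-coding genes at 5 FPKM or more, chosen with the paper's counts in view, gave 264, 112, 211 and 319.

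The paper presents Table S2 as genes that differ between AOC3 and AOC11 cells. Of the genes under the heading AOC3_PT, 57.5% were higher in AOC3 than in AOC11, and 100% were higher in AOC3 than in AOC3-LN. Under AOC11_PT, AOC3_LN and AOC11_LN, 82.7%, 93.1% and 89.0% were higher in the headed line than in the same-site line of the other mouse. In each of these columns, 100% were higher in the headed line than in the other line of its mouse.

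The paper states that DNA repair, Hedgehog signaling and reactive oxygen species pathways were higher in AOC3 cells. The hand-written lists for these had medians of 0.04, 0.02 and 0.07 with both lines of each mouse, inside the central 95% of random lists. Between the primary lines alone, the medians of 0.14, 0.31 and 0.24 lay above it. Between the lymph node lines alone, the medians of 0.05, -0.07 and 0.11 lay inside it. At 5 FPKM or more the Hedgehog list with both lines, at 0.27, lay above it. So did the reactive oxygen species genes of the Reactome set, at 0.22. The hand-written reactive oxygen species list was at 0.15 without AOC3-LN and at 0.25 without AOC11-LN, which leave 1 line for a mouse. The paper states that IL-2 signaling was higher in AOC11 cells. The IL-2 STAT5 list had a median of -0.06, inside that range, and the Reactome set for interleukin-2 signaling had -0.30, below it. Without AOC11-LN the hand-written list was at -0.20.

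The paper states that genes higher in AOC3 cells are involved in proliferation. That statement rests on functions enriched among its differentially expressed genes, and its viability assay also gave higher values for AOC3 and AOC3-LN cells. The hand-written cell cycle list had a median of 0.01, which is another measure: some genes can differ strongly while the median stays near 0. The paper's own gene sets and measure were not used here. These data therefore cannot separate a difference from the paper from the choice of lists or of measure. The paper states that all lines resemble the classical subtype more than the mesenchymal or atypical subtype. With hand-written lists, the classical-like minus mesenchymal-like rank was -10.5 in AOC11-LN and above 0 in the other 3 lines when the filter kept 7 of 23 mesenchymal-like genes, and the mean classical-like minus atypical-like rank was -1.85 over the lines. Without a filter on low values these means were 44.2, with all 4 lines above 0, and 1.34, with 3 lines above 0. At 5 FPKM or more they were -12.1, with 1 line above 0, and 1.59, with 3 lines above 0.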

Other observations

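The tests on the chromosomes of AOC3-LN, on histone transcripts and on genes that move apart were chosen only after the patterns were seen.

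Cell type markers were read in each line. All 15 epithelial markers reached 1 FPKM in every line, with medians from 144.0 to 151 FPKM and Krt18 highest at 957 to 1322 FPKM. None of the 12 T cell markers did, and the highest, Lck, was at 0.816 FPKM in AOC11-LN. Of 15 fibroblast markers, 3 reached 1 FPKM in AOC11-LN and 1 in each other line, and Fbln2 was highest, from 59.3 to 200.4 FPKM. Of 15 macrophage markers, 2 reached it in the AOC3 lines and 3 in the AOC11 lines, with Cd68 at 13.0 FPKM in AOC3, Csf1r at 20.8 in AOC11 and Cd14 at 6.27 in AOC11-LN. Of 10 endothelial markers, only Egfl7 did. The 4 male sex genes reached 1 FPKM in every line, and Xist was at most 0.0198 FPKM. Of 13 type I and III interferon ligands, 4 have an entry and none reached 1 FPKM. Cd274, which encodes PD-L1, was at 0.464 FPKM in AOC3, 0.397 in AOC3-LN, 0.790 in AOC11 and 0.898 in AOC11-LN.

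Whole chromosomes shifted between the lymph node and primary lines. In mouse 11 the median log2 difference of protein-coding genes was -0.51 on chromosome 18, -0.45 on chromosome 14 and 0.34 on chromosome 19. In mouse 3 it was -0.18 on chromosomes 1, 9 and 14 and -0.19 on chromosome 3. Medians outside the central 95% of random gene sets numbered 18 of 20 chromosomes in mouse 11 and 17 in mouse 3. After removal of a trend on GC content and transcript length they still numbered 18 and 17, but not all on the same chromosomes. In mouse 11, chromosome 1 dropped out, going from -0.13 to -0.015, and chromosome 17 came in. In mouse 3, chromosome 7 dropped out and chromosome 6 came in. The trend was present in AOC11-LN (Pearson's r across genes of 0.255 with GC content) and weak in AOC3-LN (0.038), and it is not the whole cause. On the 3 chromosomes with the largest medians, 100% of blocks of 20 neighboring genes lay on the chromosome's side of 0 in mouse 11 and 100% in mouse 3. These chromosomes were picked for their medians, which favors such shares, so the blocks cannot decide the cause. On the other chromosomes outside the random range, the share went from 53.6% (chromosome 8) to 100% (chromosome X) in mouse 11. In mouse 3 it went from 64.3% (chromosome 18) to 100% (chromosomes 14 and 15). A gain or loss of whole chromosomes stays a candidate explanation, which exome or DNA copy number data could test and which was not tested here.

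Table S1 gives reads for 22 variants in both lines of a mouse, and 3 differed between the lines by Fisher's exact test after Benjamini-Hochberg adjustment, 5 before adjustment. The Hras variant at chromosome 7 position 141192550 fell from 58.5% (31 mutant and 22 other reads) in AOC11 to 14.5% (10 and 59) in AOC11-LN (2-sided Fisher's exact test, p = 6.76e-07, adjusted p = 1.49e-05). The Notch2 variants at chromosome 3 went from 77.8% to 44.3% and from 33.9% to 55.1% (adjusted p = 0.00894 for each by the same exact test). These tests compare libraries. Lower MAPK signaling in AOC11-LN was a hypothesis from the Hras result, and the MAPK output list had a median of -0.50 between AOC11-LN and AOC11, with 18 of 24 genes lower. The direction fits that hypothesis, but AOC3-LN, whose listed variants include none in Hras, moved by 0.42, so other influences on these genes may act as well.

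Of 23 different variants in Table S1, 13 are changes between A and T (56.5%, 95% Wilson interval 36.8 to 74.4).

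The ribosomal RNA locus CT010467.1 was at 346 FPKM in AOC11 and at 5399, 6923 and 6765 FPKM in AOC3, AOC3-LN and AOC11-LN. A stricter selection of polyadenylated RNA in AOC11 would have lowered histone transcripts there and so raised the difference to AOC11-LN, but the median of 56 histone genes was -0.26, AOC11-LN minus AOC11. The cell cycle list also fell, by 0.27, so lower proliferation could have masked such an effect. The mitochondrial mRNA share of all FPKM was 1.82% in AOC11-LN and between 4.14% and 4.60% in the other lines. No biological explanation was tested for either difference.

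Among the 230 genes past the threshold in both mice, 91 moved in the same direction in the lymph node lines, where independent assortment of the directions would give 110. The observed share was 39.6% (95% Wilson interval 33.5 to 46.0). Among protein-coding genes, 32 moved together and 88 apart. Neighboring and co-regulated genes are not independent, so the interval is too narrow, and no biological explanation was tested.

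Every one of the genes in the Table S2 columns that passed the filter, 100% in each of the 4 columns, had the direction of the comparison between the primary and lymph node lines of one mouse. The test thus fits the explanation that the columns list genes of that comparison, which the paper's supplement also draws in Fig. S3D.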
